# Differentiation State-Specific Mitochondrial Dynamic Regulatory Networks Are Revealed by Global Transcriptional Analysis of the Developing Chicken Lens

**DOI:** 10.1534/g3.114.012120

**Published:** 2014-06-13

**Authors:** Daniel Chauss, Subhasree Basu, Suren Rajakaruna, Zhiwei Ma, Victoria Gau, Sara Anastas, Lisa A. Brennan, J. Fielding Hejtmancik, A. Sue Menko, Marc Kantorow

**Keywords:** RNA sequencing, eye, lens, differentiation, mitochondria, mitophagy, mitochondrial dynamics

## Abstract

The mature eye lens contains a surface layer of epithelial cells called the lens epithelium that requires a functional mitochondrial population to maintain the homeostasis and transparency of the entire lens. The lens epithelium overlies a core of terminally differentiated fiber cells that must degrade their mitochondria to achieve lens transparency. These distinct mitochondrial populations make the lens a useful model system to identify those genes that regulate the balance between mitochondrial homeostasis and elimination. Here we used an RNA sequencing and bioinformatics approach to identify the transcript levels of all genes expressed by distinct regions of the lens epithelium and maturing fiber cells of the embryonic *Gallus gallus* (chicken) lens. Our analysis detected more than 15,000 unique transcripts expressed by the embryonic chicken lens. Of these, more than 3000 transcripts exhibited significant differences in expression between lens epithelial cells and fiber cells. Multiple transcripts coding for separate mitochondrial homeostatic and degradation mechanisms were identified to exhibit preferred patterns of expression in lens epithelial cells that require mitochondria relative to lens fiber cells that require mitochondrial elimination. These included differences in the expression levels of metabolic (DUT, PDK1, SNPH), autophagy (ATG3, ATG4B, BECN1, FYCO1, WIPI1), and mitophagy (BNIP3L/NIX, BNIP3, PARK2, p62/SQSTM1) transcripts between lens epithelial cells and lens fiber cells. These data provide a comprehensive window into all genes transcribed by the lens and those mitochondrial regulatory and degradation pathways that function to maintain mitochondrial populations in the lens epithelium and to eliminate mitochondria in maturing lens fiber cells.

The vertebrate eye lens functions to focus light onto the retina, where visual signals are processed and ultimately transmitted to the brain (Bassnett *et al.* 2011). The lens consists of an anterior layer of cuboidal mitochondrial and organelle-containing epithelial cells that overlie a core of elongated organelle-free fiber cells (Rabl 1899; Cohen 1965; Bassnett 2009). Lens epithelial cells located at the equator of the lens undergo cell-cycle exit, elongation, and loss of mitochondria and other organelles to form mature lens fibers cells during embryogenesis and throughout the life of the lens (Piatigorsky 1981). Lens epithelial cell mitochondrial function is required for the homeostasis of the entire lens (Bloemendal 1981; Brown and Bron 1996; Bantseev *et al.* 1999; Brennan and Kantorow 2009; Delamere and Tamiya 2009).

Lens epithelial cell mitochondria are abundant (Bassnett and Beebe 1992) and metabolically active (Weber and Menko 2005; Basu *et al.* 2014a), consistent with the function of the lens epithelium in a wide range of lens processes ranging from ion exchange to protein synthesis (Bloemendal 1981; Brown and Bron 1996; Bantseev *et al.* 1999; Brennan and Kantorow 2009; Delamere and Tamiya 2009). In contrast to the mitochondrial population in the lens epithelium that is required for lens homeostasis, mitochondria are completely eliminated from lens fiber cells upon their maturation. During lens fiber cell maturation, mitochondria lose their membrane potential (Weber and Menko 2005; Basu *et al.* 2014a), fragment (Bassnett and Beebe 1992; Zandy and Bassnett 2007), and are ultimately degraded by mitophagy (Costello *et al.* 2013; Basu *et al.* 2014b; Frost *et al.* 2014). Mitophagy is the selective sequestration and degradation of mitochondria using the autophagy machinery (for review, see: Youle and Narendra 2011; Wang and Klionsky 2011; Ding and Yin 2012; Ashrafi and Schwarz 2013; Randow and Youle 2014). Mitophagy is directed by distinct regulatory proteins and pathways, including the PARK2/Parkin pathway, which targets damaged mitochondria for degradation (Randow and Youle 2014). In this pathway, cytosolic Parkin is phosphorylated by the mitochondrial protein phosphatase and tensin homolog−induced putative kinase 1 (PINK1) that accumulates on the outer membrane of damaged mitochondria (Randow and Youle 2014). Upon Parkin phosphorylation, Parkin ubiquitinates outer mitochondrial membrane proteins and broadly activates the ubiquitin-proteasome system (Randow and Youle 2014). These ubiquitinated proteins are then degraded by the ubiquitin-proteasome system or used as substrates for targeting by selective macroautophagy adaptor proteins such as sequestosome 1 (P62/SQSTM1) (Randow and Youle 2014). In addition to the Parkin pathway, a separate, Parkin-independent form of mitophagy has been identified that uses BCL2/adenovirus E1B interacting protein 3-like (BNIP3L/NIX) (Zhang and Ney 2009; Randow and Youle 2014). This pathway eliminates mitochondria in mammalian erythrocytes by disrupting mitochondrial membrane potential and directly recruiting microtubule-associated protein 1 light chain 3 beta homologs to the mitochondria via an LC3-interacting region motif (Sandoval *et al.* 2008; Zhang and Ney 2009; Kanki 2010; Novak *et al.* 2010; Birgisdottir *et al.* 2013).

The opposing mitochondrial requirements of lens epithelial cells and lens fiber cells suggest that the Parkin, NIX, or other distinct mitochondrial regulatory and degradation pathways operate in the separate compartments of the eye lens. Because the lens is composed primarily of lens epithelial cells and fiber cells, it provides a unique way of identifying mitochondrial regulatory and degradation pathways that could govern the maintenance of mitochondrial populations under different cellular metabolic requirements and the elimination of mitochondria under different states of cellular differentiation. Identifying these mitochondrial pathways is important because loss of lens epithelial cell mitochondria function (Bantseev *et al.* 1999; Lou 2003; Kantorow *et al.* 2004; Brennan *et al.* 2009b; Wu *et al.* 2011) or failure to eliminate mitochondria during lens fiber cell differentiation (Pendergrass *et al.* 2005; Zandy and Bassnett 2007) results in eye lens cataract formation (for review, see: Shiels and Hejtmancik 2013).

To date, those mitochondrial regulatory mechanisms and pathways that maintain the homeostasis of mitochondria in the lens epithelium and eliminate mitochondria in lens fiber cells have not been fully elucidated. It has been demonstrated that multiple mitophagy genes are expressed throughout the human lens (Brennan *et al.* 2012) and that lens epithelial cells respond to stress through induction of mitophagy (Costello *et al.* 2013). Importantly, it has recently been demonstrated that induction of autophagy drives early differentiation and organelle degradation in the lens including the early degradation of mitochondria (Basu *et al.* 2014b). Collectively, these data support the existence of specific mitochondrial regulatory and degradation pathways operating in functionally distinct regions of the lens.

Here, we used high-throughput mRNA-sequencing and bioinformatics analysis to identify the entire transcriptional complement of genes expressed in specific regions of differentiation of the *Gallus gallus* (chicken) eye lens, including the lens epithelial cells with active mitochondrial populations and the differentiating lens fiber cells that are in the process of eliminating their mitochondria. This approach enabled us to identify the entire complement of transcripts expressed by these regions of the lens and the full range and spectrum of mitochondrial-associated transcripts expressed by these regions. Our analysis identified more than 3000 differentially expressed transcripts between these lens regions, including the differential expression of multiple mitochondrial regulatory and degradation transcripts that point to specific mitochondrial pathways operating in these regions. The data provide insight into the specific mitochondrial regulatory and degradation pathways operating to maintain functional mitochondrial populations in the lens epithelium and eliminate mitochondria upon lens fiber cell maturation.

## Materials and Methods

### Microdissection of embryonic chicken lenses

Fertilized chicken eggs (B&E Eggs, York Springs, PA) were incubated to embryonic day 13 (E13) at 33.67° in a humidified incubator with automated rotation (GQF Manufacturing Company Inc., Savannah, GA). Differentiation-state analysis of embryonic chicken lenses was performed after microdissection of 100 E13 chicken lenses into four distinct regions (Figure 1) that represent a continuum of lens cell differentiation states: lens central epithelium (EC), equatorial epithelium (EQ), cortical fibers (FP), and central fibers (FC) as described previously (Walker and Menko 1999). Further analysis of the transcriptional content of these samples was performed by RNA sequencing (Figure 1).

**Figure 1:**
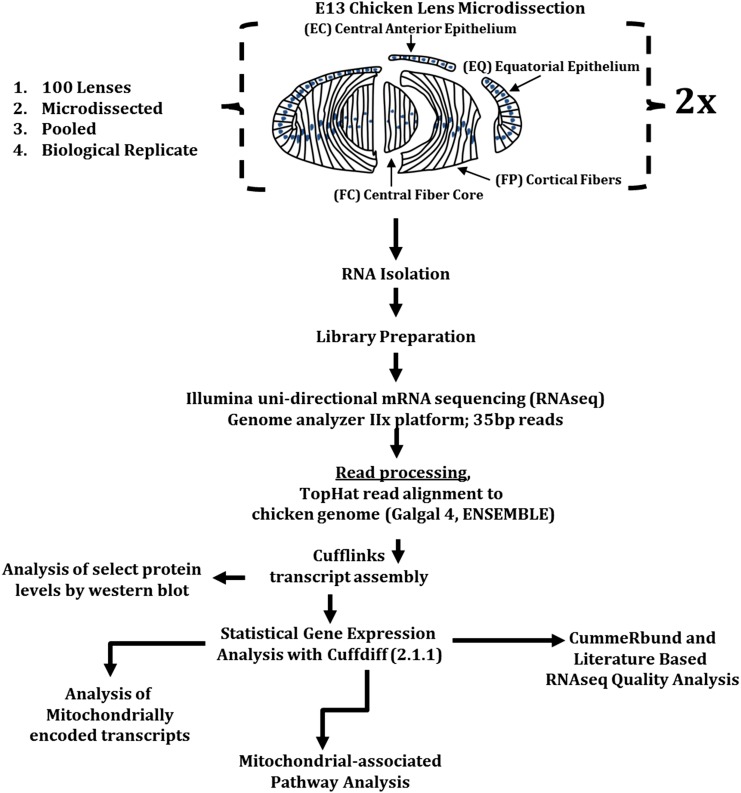
Lens microdissection, RNA isolation, RNA-sequencing, and data analysis. Lens microdissections were performed as described by Walker and Menko (1999). Two sets (N = 2) of pooled (n = 100) lens differentiation-state specific fractions were subjected to RNA isolation using Trizol and Illumina directional mRNAseq library preparation performed. High-throughput sequencing using the Illumina GAIIx platform with 35-bp unidirectional reads generated millions of sequencing reads that were processed, aligned by Tophat to Galgal4 and biological replicate based statistical modeling and transcript abundance and identity assembled by cufflinks using the maximum transcript abundance likelihood estimate model described by Trapnell *et al.* (2010). Statistical testing was performed using cuffdiff pairwise statistical gene expression analysis. CummeRbund was used to statistically assess data and literature searches were performed to verify expression results. Ontologically based pathway analysis was performed using DAVID and GenoMatix software packages. Gene clustering was performed that placed mitochondrial-associated transcripts into mitochondrial regulation, biogenesis, homeostasis or degradation functional clusters.

### High-throughput RNA sequencing of pooled microdissected chicken lenses

Chicken lenses were microdissected (n = 100) into the regions described previously, 100 regions were pooled, and total RNA prepared for each sample by established protocols (Trizol; Invitrogen, Carlsbad, CA). Two independent pools of total RNA from 100 microdissected lenses were used for RNA sequencing analysis as biological replicates. Total RNA was analyzed for quality and subjected to Illumina mRNA directional sequencing library preparation (Illumina, San Diego, CA). Total RNA also was analyzed for quality upon completion of library preparation using the Agilent Technologies 2100 Expert Bioanalyzer (Santa Clara, CA). Prepared libraries were then sequenced unidirectionally with the Genome Analyzer IIx as short 35-bp reads. Sequenced reads were considered mappable reads after >10 bp sequence remained following removal of the 3′ adaptor sequence (TGGAATTCTCGGGTGCCAAGG) (Figure 2A, Supporting Information, File S1, raw reads located at GEO ascension no. GSE53976).

**Figure 2:**
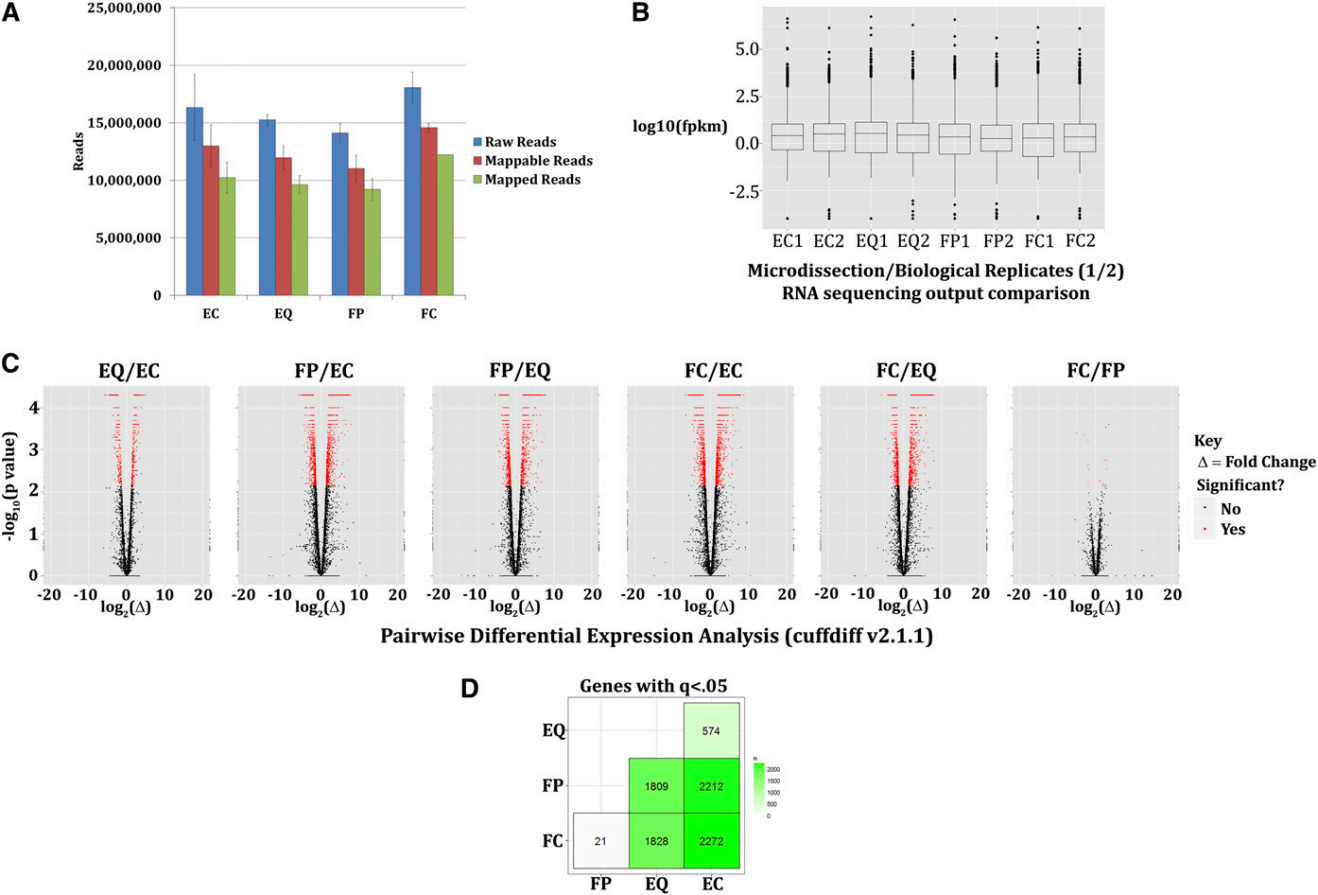
Identification of differentially expressed transcripts. RNA sequencing of microdissected E13 embryonic chicken lenses revealed the expression of more than 16,000 genes, with 3000 (false discovery rate adjusted *P* < 0.05, termed q < 0.05) genes displaying differential expression between lens cell differentiation-state specific zones (lens central epithelium [EC], equatorial epithelium [EQ], cortical fibers [FP], and central fibers [FC]). (A) Reads generated by Illumina mRNA-sequencing and mapping of reads to the Galgal4 chicken genome (ENSEMBLE). (B) Boxplot analysis of the sum estimate abundance (FPKM) between samples to demonstrate sample skew revealed little to no skew between samples. (C) Differential expression analysis shows differentially expressed genes between each embryonic lens region in pairwise comparison as demonstrated by volcano plot analysis (red indicates differentially expressed). (D) Sum of nonunique differentially expressed gene-specific transcripts between lens differentiation state−specific zones (Table S1, Table S2, Table S3, Table S4, Table S5, Table S6, and File S1). FPKM, fragments per kilobase of exon per million fragments mapped.

Mappable reads were assembled and mapped with TopHat (Trapnell *et al.* 2010) to the reference chicken genome (Galgal4; ENSEMBLE, Galgal4, GCA_000002315.2; http://useast.ensembl.org/Gallus_gallus/Info/Index). The TopHat output was directly processed by cufflinks under default parameters unless otherwise noted. In cufflinks, per sequenced sample, transcript identity and abundance were statistically estimated and computed as expected number of fragments per kilobase of exon per million fragments mapped (FPKM) (Trapnell *et al.* 2010, 2012). FPKM is an estimate of transcriptional abundance estimated by the approximately linear maximum abundance likelihood model, taking into account stochastic sequencing biases, described in detail by Trapnell *et al.* (2010). 

To summarize, in this model, assigned fragment abundances are defined as asymptotically multivariate normal and an accompanying variance-covariance matrix is obtained from the inverse of the Fisher information likelihood matrix. The fragment abundances are subsequently converted into transcript abundances using the Lemma 14 model as explained by Trapnell *et al.* (2010). FPKMs are estimated at the 95% confidence interval and are proportional to relative transcript levels after adjustment using a scalar calculation (Trapnell *et al.* 2010). A boxplot generated using cummeRbund of the log FPKM between samples and sample replicates displayed no grossly detectable library bias toward any one sample or sample replicate (Figure 2B). Statistical analysis was performed by the cuffdiff (v2.1.1) module of cufflinks that takes into consideration replicate data and sequencing biases (Trapnell *et al.* 2010). p-values are adjusted for multiple testing using the Benjamini-Hochberg false discovery rate method as described by Trapnell *et al.* (2010) (Table S1, Table S2, Table S3, Table S4, Table S5, and Table S6). The resulting cuffdiff output that includes transcript FPKM and differential expression tracking files are provided as File S1 and the resulting differential expression output and raw sequencing reads can also be found at GEO ascension no. GSE53976.

### Western analysis of select proteins

Microdissected tissue samples were extracted in Triton/octylglucoside buffer (44.4 mM *n*-octyl β-D-glucopyranoside, 1% Triton X-100, 100 mM NaCl, 1 mM MgCl_2_, 5mM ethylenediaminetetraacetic acid, and 10 mM imidazole) containing 1mM sodium vanadate, 0.2 mM H_2_O_2_, and protease inhibitor Cocktail (Sigma-Aldrich, St. Louis, MO). The protein concentration was determined with the BCA assay (Thermo Fisher Scientific, Inc., Waltham, MA). A total of 50 μg of protein from each sample was subjected to sodium dodecyl sulfate polyacrylamide gel electrophoresis on precast 8–16% Tris/glycine (Novex, San Diego, CA). Proteins were electrophoretically transferred onto Immobilon-P (polyvinylidene difluoride) membranes (Millipore, Billerica, MA) and membranes were blocked in 5% skim milk for 1 hr. Membranes were probed for primary antibody followed by secondary antibody-conjugated to horseradish peroxidase (Bio-Rad Laboratories Inc., Hercules, CA). Protein bands were detected using ECL reagent or ECL Plus reagent (Thermo Fisher Scientific, Inc.). Images of immunoblots were acquired using the FluorChem E & M imager from Protein Simple (#FM0418), a digital darkroom technology. Antibodies used for immunblotting included BFSP1 (a gift from Paul Fitzgerald, PhD, UC Davis, Davis, CA), CP49/BFSP2 (a gift from Paul Fitzgerald, PhD), RB1CC1/FIP200 (cat. no. A301-536A; Bethyl Laboratories, Montgomery, TX), FYCO1 (cat no. ab126603; Abcam, Cambridge, UK), mTOR (cat. no. 2983; Cell Signaling, Boston, MA), mitofusin (MFN)1 (cat no. ABC41; Millipore), MFN2 (cat. no. ABC42; Millipore), RAB9 (ab2810; Abcam), BNIP3L (cat no. ADI-905-185; Enzo Life Sciences, Farmingdale, NY), GATE16 (cat. no. PMO38; MBL International Corporation, Woburn, MA), PARK2/Parkin (cat. no. sc-30130; Santa Cruz Biotechnology, Dallas, TX), BECN1 (cat. no. 3495; Cell Signaling), GAPDH (cat. no. sc-25778; Santa Cruz Biotechnology), succinate dehydrogenase complex, subunit A (cat no. ab14715; Abcam), and translocase of the outer mitochondrial membrane 20 homolog (TOMM20: cat. no. sc-17764; Santa Cruz Biotechnology).

### Immunofluorescent analysis of developing chicken lenses

Freshly isolated embryonic day 10, 13, and 15 chicken lenses were fixed in 3.7% paraformaldehyde/phosphate-buffered saline (PBS) solution overnight at 4° and transferred to a 30% sucrose/PBS solution for cryopreservation. Lenses were prepared for cryosectioning by embedment in OCT compound, and 20-μm thick sections were cut in series in anterior to posterior orientation. Midsagittal lens sections were then permeabilized in 0.25% Triton-X buffer for 10 min, blocked for 1 hr in blocking buffer (5% goat serum, 0.5 g of bovine serum albumin in 50 mL of PBS), and then incubated overnight in primary antibody (antibodies described previously) diluted in blocking buffer at 4° followed by the addition of a fluorescent-conjugated secondary antibody (Jackson ImmunoResearch Laboratories, West Grove, PA) for 2 hr at 37°. Nuclei were counterstained with TO-PRO-3. Sections were washed with PBS 3 times between buffer incubations throughout the staining protocol. The Zeiss LSM510 META confocal microscope was used for imaging. Single optical planes were selected from z-stacks, each 1 μm thick, using the LSM5 Image Browser. No staining was observed using secondary antibody alone (data not shown).

### Mitochondrial dynamic pathway clustering of expressed transcripts and fold change (Δ) analysis

Assembly of nuclear-encoded mitochondrial regulatory transcripts was performed with the Pagliarini *et al.* (2008) human defined mitocarta as a template (Figure 6 and File S2). Assembly of genes involved in mitochondrial dynamic gene categories comprising mitochondrial fusion and fission, mitochondrial DNA replication and biogenesis regulation, mitochondrial repair and protection systems, macroautophagy initiation and nucleation regulation, autophagosome expansion and ATG conjugation, syntaxin/SNAREs [SNAP (Soluble NSF Attachment Protein) REceptor], selective macroautophagy (including mitophagy), autophagosome trafficking facilitation, and lysosomal fusion, lysosomal biogenesis, proteasome assembly, E1 ubiquitin activators, E2 ubiquitin conjugation enzymes, E3 ubiquitin ligases, ubiquitin, etc, and heat shock proteins70/40/27/22kDa also were analyzed using a combination of resources as a template, including the HUGO gene name consortium (www.genenames.org), NCBI tools, ENSEMBLE genome browser, by hand search of the literature, and autophagy genes determined largely based around the 2nd edition glossary of autophagy terms and processes (Klionsky *et al.* 2011) (Figure 7 and File S3).

Determination of lens epithelial (EC and EQ regions) or fiber cell (FP and FC regions) expression preference for a given nuclear encoded mitochondrial regulatory transcript was determined by standard fold change (Δ) analysis (Figure 6). The fold change of a given transcript (denoted as _(X)_) was calculated as the FPKM fold differences between the sum of the estimated FPKM per _(X)_ between FP plus FC divided by the sum of the estimated FPKM per _(X)_ between EC plus EQ [Transcript_(X)_ Δ = (ΣFPKM_(X)_(FP+FC)/ ΣFPKM_(X)_(EC+EQ))]. If the resulting number was greater than or equal to positive 2 [((ΣFPKM_(X)_(FP+FC)/ ΣFPKM_(X)_(EC+EQ))≥2] for a given _(X)_, the transcript was identified as fiber cell preferred; if the resulting negative inverse of the calculated fold difference for _(X)_ was less than or equal to negative 2 [−2≤-((ΣFPKM_(X)_(FP+FC))/ (ΣFPKM_(X)_(EC+EQ)))^-1^], the transcript was identified as lens epithelial cell preferred (Figure 6). Direct comparisons of EC with EQ or EQ with FP for transcript up-regulation or down-regulation during cellular transition for the analysis of nuclear encoded mitochondrial transcripts are presented in Table S7, Table S8, Table S9, and Table S10. Comparison of Δ between transitional zones was performed by dividing the estimated FPKM for a given _(X)_ in the region ahead in the continuum of differentiation (lens cell differentiation proceeds stepwise EC to EQ, EQ to FP, and FP to FC) of the estimated FPKM for the given _(X)_ from the region before in the continuum of differentiation. For example, the fold change for up-regulated genes during the EC to EQ transition was determined by dividing the estimated FPKM of _(X)_ detected in EQ divided by the estimated FPKM of _(X)_ detected in EC [Δ(x) = FPKM_(x)_(EQ)/FPKM_(x)_(EC)] that gives positive numbers (considered up-regulated at Δ ≥ 2) and decimals that are converted into negative numbers (considered down-regulated at Δ ≤ -2) by the negative inverse of the Δ(x) [Δ(x) = −(FPKM_(x)_(EQ)/FPKM_(x)_(EC))^-1^]. Down-regulated genes in some instances (Figure 7) are made non-negative through multiplication by negative 1 and are considered to be preferred to the region of the denominator in each respective fold change calculation.

## Results

### High-throughput RNA-sequencing of undifferentiated lens epithelial cells and differentiating lens fiber cells of the E13 chicken lens

To establish the spectrum and range of genes involved in mitochondrial regulation and degradation in undifferentiated lens epithelial cells relative to differentiating lens fiber cells, E13 chicken lenses were microdissected into four regions: EC (anterior central epithelium, contains mitochondria and is not differentiating), EQ (equatorial epithelium, contains mitochondria and is starting to differentiate), FP (cortical lens fiber cells, contains actively degrading mitochondria and differentiating lens fiber cells), and FC (maturing nuclear lens fiber cells that are eliminating mitochondria) (Walker and Menko 1999). These regions are diagrammed in Figure 1. The elimination of organelles from the FC region of the chicken lens begins at E12 and a transparent organelle-free zone (OFZ) is apparent by E15 (Bassnett and McNulty 2003; Costello *et al.* 2013; Basu *et al.* 2014b). The E13 stage of embryonic chicken lens development (E13) was chosen because this represents an early stage of OFZ formation when molecules required for removal of organelles would be expected to be up-regulated in the fiber cell zones. Therefore, E13 lenses provide a window in which gene expression of proteins responsible for both mitochondrial homeostasis in lens epithelial cells and mitochondrial elimination in lens fiber cells can be detected. 

Mitochondria degradation precedes much of the rest of organelle degradation in the developing lens (Costello *et al.* 2013; Basu *et al.* 2014b). In the E13 chicken lens, the EC and EQ zones have large numbers of functional mitochondria whereas cells in the FP zone are actively degrading their mitochondria during these initial states of differentiation and cells in the FC zone are actively eliminating their mitochondria as the OFZ begins to form (Bassnett and McNulty 2003). Two separate pools of total RNA were isolated from each of the EC, EQ, FP, and FC regions microdissected from 100 lenses, and the resulting total RNA preparations were subjected to Illumina mRNA directional library preparation followed by high-throughput RNA-sequencing. 

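The regions were the central epithelium (EC), which covers the front of the lens, the equatorial epithelium (EQ), where cells begin to differentiate, and the cortical (FP) and central (FC) fibers. The 8 libraries came from lenses of embryonic day 13 chickens, 2 libraries for each of the 4 regions, with a separate pool of 100 lenses for each of the 2. The paper describes 100 lenses as dissected into the 4 regions, so libraries of different regions can share lenses. The authors removed adaptors, aligned the reads to the Galgal4 assembly with TopHat, estimated transcript levels with cufflinks and compared regions with cuffdiff. Their deposited table gives 1 value in fragments per kilobase of exon, normalized for the number of fragments mapped (FPKM), for each of 16906 loci in each region, in which the 2 libraries of a region are pooled, with a 95% interval from cuffdiff. A separate deposited table gives the log2 fold change, the p-value and the false discovery rate adjusted q-value of each locus in 6 comparisons of regions. Values per library were not used here, so the interval is the error given beside an FPKM, and no standard deviation between the pools and no new test on libraries was computed. The paper gives the number of reads per region in Figure 2A, whereas these tables hold no read counts, and the depth behind each value is unknown. Of the loci, 13030 carried a gene symbol, 946 carried only names of microRNAs or other small RNAs, and 142 were merged loci with several gene names. The FPKM values summed to 5979419 in EC, 5908466 in EQ, 3429205 in FP and 2624540 in FC. The 3 loci with the highest FPKM made up 81.1% of the sum in EC, 79.4% in EQ, 72.8% in FP and 61.8% in FC, and 1 of them, the locus of the microRNA gga-mir-184, made up 62.0% in EQ. An FPKM lay above the upper bound of its own interval at 387 loci in EC, 291 in EQ, 238 in FP and 254 in FC. The FPKM sums differ between the regions, and fold changes between regions depend on the scaling that cuffdiff applied. From the tables, genes past a threshold were counted, fold changes were computed as the paper's methods define them, and lists were compared with random lists matched on mean expression.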

The resulting 35-bp single-ended reads were analyzed using the tuxedo protocol (Trapnell *et al.* 2010) with the Galgal4 annotated chicken genome assembly. A schematic of these procedures is summarized in Figure 1. 

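In the authors' table of FPKM values, 16197 of 16906 loci had an FPKM above 0 in at least 1 of the 4 lens regions, and 14378 had one in all 4. By region, 15794 loci were above 0 in EC, 15428 in EQ, 15022 in FP and 15146 in FC. The median FPKM of the loci above 0 was 3.99 in EC, 4.45 in EQ, 3.44 in FP and 3.55 in FC. An FPKM of 1 or more was reached by 12362 loci in at least 1 region and by 9068 in all regions. Counting loci that share a gene name once gave 15874, and requiring the lower bound of the 95% interval to be above 0 in at least 1 region gave 12306, the count that moved the most. Another 709 loci were listed at 0 in all regions. An FPKM above 0 in a single region was found at 275 loci in EC, 123 in EQ, 59 in FP and 75 in FC.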

A total of more than 15,000 gene-specific transcripts were identified to be expressed by the E13 chicken lens by cufflinks analysis (Figure 2; see cufflinks tab-delineated file: genes.fpkm_tracking; File S1). Approximately 10−15 million reads were generated per microdissected lens area after read filtering (Figure 2A). A comparison of total FPKMs between two biological replicates revealed agreement within replicates and between individual samples (Figure 2B). 

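Over the 6 comparisons of EC, EQ, FP and FC, the authors' deposited table gives a p-value for 60410 pairs of a locus and a comparison, and 3262 loci had a q-value under 0.05 in at least 1 of them. These loci account for 8716 calls, since 666 loci were called in exactly 1 comparison, 899 in 2, 616 in 3, 1002 in 4, 78 in 5 and 1 in 6. The q-values were recomputed from the deposited p-values by the Benjamini-Hochberg method over all 6 comparisons at once, and the largest difference from the deposited q-values was 5.3e-07. Adjusting the p-values within each comparison instead gave 3606 loci in at least 1 comparison. Counting a locus only when the 95% intervals of the 2 regions did not overlap gave 1282, the count that moved the most.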

Cuffdiff analysis identified more than 3000 unique gene-level (see cufflinks tab-delineated file: genes.tracking.diff; File S1) transcripts exhibiting significantly different (false discovery rate adjusted *P*-value < 0.05, or termed q < 0.05) expression levels between the examined lens subregions (Figure 2C) and differentially expressed genes were manually identified (Figure 2D, File S1, Table S1, Table S2, Table S3, Table S4, Table S5, and Table S6). Of these, 574 gene-specific transcript differences were detected between EC and EQ (Figure 2D), 2212 gene-specific transcript differences were detected between EC and FP (Figure 2D), 2272 gene-specific transcript differences were detected between EC and FC (Figure 2D), 1809 gene-specific transcript differences were detected between EQ and FP (Figure 2D), 1828 gene-specific transcript differences were detected between EQ and FC (Figure 2D), and only 21 gene-specific transcript differences were detected between FP and FC (Figure 2D). 

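The calls below a q-value of 0.05 in the authors' deposited table were counted again by direction. Between EC and EQ, 319 loci were higher and 255 lower in EQ, of 10071 tested. Between EC and FP, 1053 were higher and 1159 lower in FP, of 10350 tested, and between EC and FC, 1149 were higher and 1123 lower in FC, of 10367 tested. Between EQ and FP, 707 were higher and 1102 lower in FP, of 10053 tested, and between EQ and FC, 764 were higher and 1064 lower in FC, of 10084 tested. Between FP and FC, 11 were higher and 10 lower in FC, of 9485 tested. The median absolute log2 fold change of the called loci lay between 2.05 and 2.45 in all comparisons. With the adjustment made within each comparison, the counts were 370, 2522, 2632, 2021, 2032 and 0 in the same order. The 370 were all among the loci called between EC and EQ, and none of the 21 calls between FP and FC remained. Among the 9068 loci with an FPKM of 1 or more in all regions, the median log2 ratio was 0.27 for EQ over EC, -0.04 for FP over EC, -0.30 for FP over EQ and 0.06 for FC over EC, so rises from EC to EQ and falls from EQ to FP are set on a shifted background. Among called loci with a symbol and an FPKM of 1 or more in both regions, the largest rises from EC to EQ in the authors' deposited table were those of ANXA1, with a log2 fold change of 4.92, CER1, with 4.42, BMPER, with 4.18, the merged locus of STARD8 and gga-mir-6594, with 4.16, and NPY, with 3.90. The FPKM of the STARD8 locus in EQ, 27.7, lay above its interval, which ended at 25.2. Among the same loci, the largest falls from EC to EQ in the authors' deposited table were those of RASD1 (-5.75), DKK-1 (-5.60), the merged locus of PLEKHG4 and gga-mir-1616 (-4.71), CHGB (-4.61) and R3HDML (-4.43). Transcripts of hemoglobin, a protein of red blood cells, also fell in this step, and the FPKM of the hemoglobin gene HBAA was 564 in EC and 94.1 in EQ. From EQ to FP, with the same limit on FPKM, the largest rises in the authors' deposited table were those of PNP (7.76), GLULD1 (7.48), HOPX (7.43), CLIC5 (7.40) and LMO2 (7.27), and the largest falls were those of CYP1B1 (-4.34), HES5 (-4.34), HGD (-4.26), FAM198B (-4.20) and FABP3 (-4.12).

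**Figure D1:**
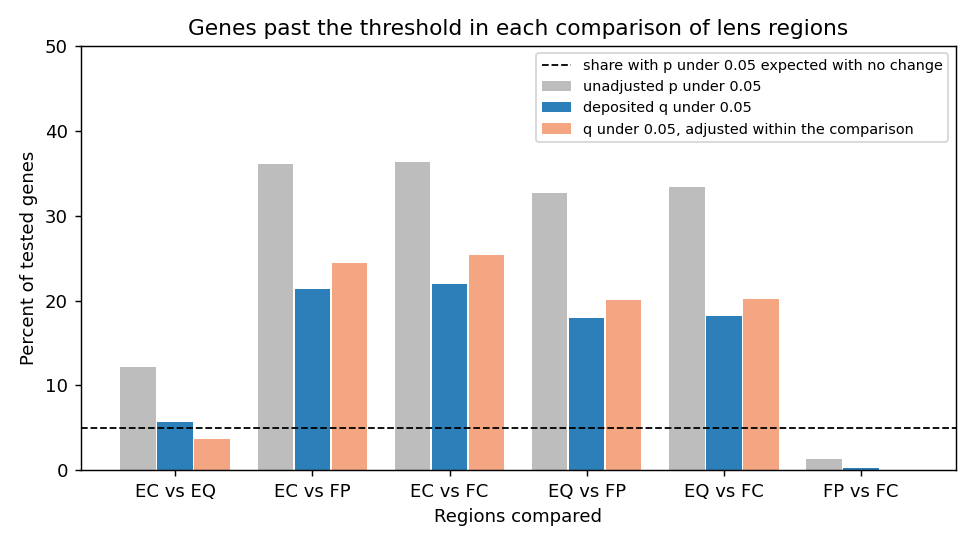
Percent of tested genes in each comparison of lens regions (x axis) with an unadjusted p-value under 0.05 (gray), a deposited q-value under 0.05 (blue) and a q-value under 0.05 adjusted within the comparison (orange). The dashed line is the share with a p-value under 0.05 expected with no change, and the comparison of FP and FC lies below it at 1.34%.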

The amount of unique gene-specific transcripts for each specific transition compared with other transitions were not specifically examined. 

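In the authors' deposited table, 64 loci were called between EC and EQ and in no other comparison, 147 between EC and FP alone, 197 between EC and FC alone, 130 between EQ and FP alone, 120 between EQ and FC alone and 8 between FP and FC alone. Between an epithelial and a fiber region, 3190 loci were called in at least 1 comparison and 1039 in all 4. Along the path of differentiation, 216 loci were called both between EC and EQ and between EQ and FP, of which 76 moved in the same direction in both steps and 140 in opposite directions. Of the latter, 119 were higher in EQ than in both EC and FP, and 21 were lower. CER1, on chromosome Z from 31561572 to 31567431 as the authors' table lists it on Galgal4, was 1 of those higher in EQ, with an FPKM (95% interval) of 18.3 (2.18 to 34.4) in EC, 391 (12.2 to 1012) in EQ, 28.6 (2.34 to 95.6) in FP and 33.7 (3.64 to 95.7) in FC. Its log2 fold change in the authors' deposited table was -3.77 (q = 0.00282) from EQ to FP. FGFR2 showed the same course, with an FPKM of 15.7 in EC, 56.7 in EQ, 7.95 in FP and 8.65 in FC and log2 fold changes of 1.85 (q = 0.0168) and -2.83 (q = 0.00116) in the authors' deposited table.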

On the basis of the limited gene expression differences between FP and FC regions, we focused mainly on comparisons between EC and EQ and EQ and FP for most of our analysis.

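In the comparison of FP and FC, 127 of 9485 tested loci (1.34%) had an unadjusted p-value under 0.05 in the authors' deposited table, where 474 would be expected by chance with no change. The smallest q-value of this comparison adjusted on its own was 0.237. Of the 21 calls, 7 (33.3%) were loci listed at an FPKM of 0 in FP or FC or with only a small RNA name, against 23 of 1809 calls (1.27%) between EQ and FP (Fisher's exact test, two-sided, p = 1.5e-08). Among these, gga-mir-1618 was listed at 0 in FP and at 437 in FC, where its interval ended at 28.0, gga-mir-10a was listed at 0 in FP and at 1819 in FC, where its interval ended at 118, and SLC35E4 was listed at 0 in FP and at 4.57 in FC. In the other direction, snoU83B (112 in FP) and SNORD37 (265 in FP) were listed at 0 in FC. Calls of loci at 0 or with a small RNA name numbered 7 of 9485 tested between FP and FC and 23 of 10053 between EQ and FP. The test on shares of calls therefore cannot show more failed estimates between FP and FC, since few other loci were called there. Of the named loci with an FPKM above 0 in both regions, NUPL2, on chromosome 2 from 31110176 to 31116556 as listed on Galgal4, rose from 15.5 (5.45 to 25.5) to 59.99 (11.4 to 109), with a log2 fold change of 1.95 (q = 0.0458) in the authors' deposited table. TRAIL-LIKE rose from 8.02 to 50.5, C10ORF47 from 1.03 to 10.7 and the merged locus of LONRF2 and gga-mir-6559 from 3.13 to 22.1, whereas R3HDML decreased from 24.3 to 6.10, PENK from 8.74 to 2.35 and the merged locus of CGN and gga-mir-6620 from 32.0, which lay above its interval, to 0.991. The 95% intervals of FP and FC did not overlap at 28 loci, 4 of them among the 21.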

### Comparison of selected transcript levels with corresponding protein levels in microdissected lens subregions and with protein levels reported in previous studies

The relationship between transcript levels and protein levels of selected genes was analyzed by western blot using soluble protein extracts from the same microdissected portions of the E13 lens (modeled in Figure 1 and Figure 8). Comparison of transcript and protein levels for beaded filament structural protein 1 (BFSP1/filensin) and beaded filament structural protein 2 (BFSP2/phakinin) revealed similar trends between transcript and protein levels (Figure 3, A and B), whereas there were small differences in transcript and protein expression patterns for glyceraldehyde-3-phosphate dehydrogenase (Figure 3, C and D). 

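The authors' table lists BFSP1 on chromosome 3 from 11362837 to 11382690 of Galgal4, BFSP2, under the name CP49, on chromosome 2 from 43197022 to 43212426, and GAPDH on chromosome 1 from 76434646 to 76437498. The FPKM (95% interval) of BFSP1 was 77.9 (9.33 to 150.2) in EC, 159 (40.1 to 277) in EQ, 12162 (2.51 to 33057) in FP and 14305 (0.563 to 47935) in FC. That of BFSP2 was 85.7 (26.8 to 144) in EC, 247 (68.7 to 415) in EQ, 12633 (5.45 to 25298) in FP and 20441 (467 to 40277) in FC. The intervals of both genes are wide in FP and FC, those of EC and EQ overlap those of FP and FC for BFSP1 and those of FP for BFSP2, and the log2 fold change from EQ to FP in the authors' deposited table was 6.26 (q = 0.00116) for BFSP1 and 5.68 (q = 0.00282) for BFSP2. GAPDH had an FPKM of 6663 in EC, 7536 in EQ, 6610.2 in FP and 6004 in FC. Its largest log2 fold change in the authors' deposited table was -0.33 (q = 0.920) from EQ to FC, and it was called in no comparison.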

For comparison, the levels of selected transcripts exhibiting gene-expression differences between lens epithelial cells and fiber cells were also compared with their relative protein levels reported in previous studies (Figure 3, E−J: E, lens crystallins; F, actin-capping; G, lengsin; H, cell cycle; I, lens signaling; and J, lens DNA binding). This comparison confirmed that the differences detected by the present study were comparable with those reported previously. It is important to mention that in the cufflinks transcript abundance likelihood model (presented throughout this article) delta-(δ) crystallin (CRYD1/ASL1) was omitted from cufflinks analysis because ASL1 surpassed the default mapped reads set by cufflinks. 

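Of the crystallins, CRYAA had an FPKM (95% interval) of 14933 (9.63 to 35619.9) in EC, 58291 (97.7 to 148395) in EQ, 27994 (5.25 to 98089) in FP and 33339.7 (54.2 to 98759.7) in FC, and CRYAB of 6317 in EC, 18282 in EQ, 13167 in FP and 13681 in FC. Both were highest in EQ, and neither was called in any comparison of the authors' deposited table, where the log2 fold change from EC to FC was 1.16 (q = 0.652) for CRYAA and 1.11 (q = 0.656) for CRYAB. TMOD1 rose from 2.02 in EC to 10.7 in FC, a log2 fold change of 2.41 (q = 0.00700) in the authors' deposited table. Lengsin, listed as GLULD1 on chromosome 3 from 85136105 to 85154385, had an FPKM of 11.3 in EC, 14.7 in EQ, 2627 in FP and 2939 in FC, and its interval in FC ran from 0 to 14195. CDK2 decreased from EC to FP, with values of 25.3, 10.1, 2.10 and 2.85 in EC, EQ, FP and FC. Among the signaling genes, CCDC80 rose from 29.0 in EC to 250.2 in EQ, EPHA2 was 8.39 in EQ and 34.3 in FP, and FZD3 was highest in FP at 5.21. Among the DNA binding proteins, PAX6 had values of 311, 208, 57.0 and 57.9 in the 4 regions in the same order, HSF4 of 0.704, 0.848, 73.8 and 92.1, SOX2 of 7.49, 8.76, 117 and 221, PROX1 of 23.9, 76.0, 62.1 and 57.5 and GATA3 of 1.01, 11.3, 8.38 and 10.6. In the authors' deposited table, the log2 fold change from EQ to FP was -2.26 (q = 0.0222) for CDK2, 2.03 (q = 0.00700) for EPHA2, -1.87 (q = 0.0456) for PAX6, 6.44 (q = 0.00116) for HSF4 and 3.74 (q = 0.00116) for SOX2, whereas PROX1 was called in no comparison and GATA3 was called from EC to EQ, at 3.49 (q = 0.00116).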

In a separate cufflinks analysis performed to include ASL1, ASL1 demonstrated lens fiber cell preferred expression as expected (Figure 3E) (Gunhaga 2011).

**Figure 3:**
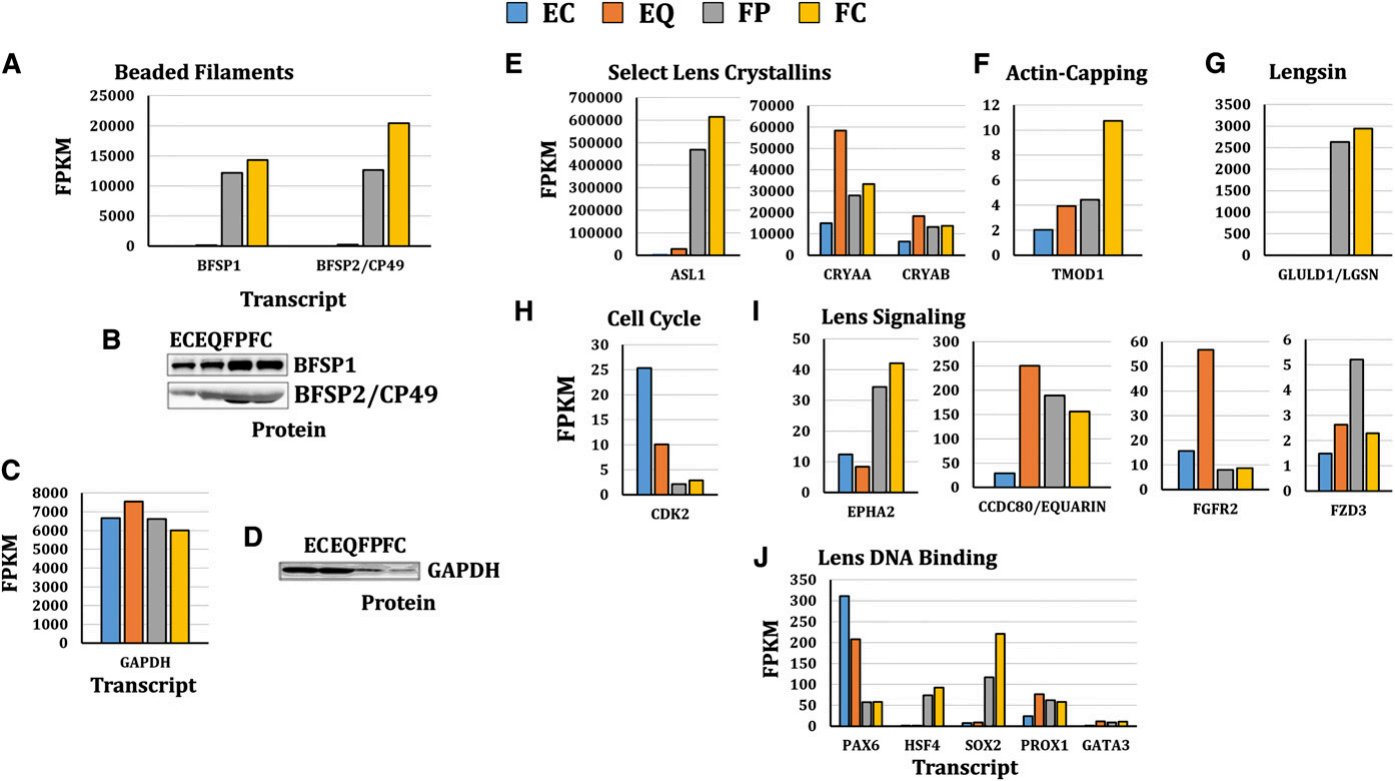
Transcript comparison to western blot protein level and literature based comparison of select canonical lens development pathways. Transcript levels of (A) beaded filament structural protein 1, filensin (BFSP1) (Ireland *et al.* 2000, Perng *et al.* 2007), beaded filament structural protein 2, phakinin (BFSP2/CP49) (Ireland *et al.* 2000, Perng *et al.* 2007), and (C) glyceraldehyde-3-phosphate dehydrogenase (GAPDH) were compared with protein levels (B, D) determined by western analysis. (E−J) Well-studied lens protein encoding transcripts were examined to assess agreement of E13 spatial RNAseq expression data with previously reported expression patterns in lens differentiation-state specific regions. These transcripts included (E) select lens crystallins encoding transcripts δ−crystallin (CRYD1/ASL1) (Gunhaga 2011), αA-crystallin (CRYAA) (Hawse *et al.* 2005), and αB-crystallin (Hawse *et al.* 2005); (F) actin-capping regulator encoding transcript tropomodulin 1 (TMOD1) (Nowak and Fowler 2012); (G) Lensgin (GLULD1/LGSN) (Wyatt *et al.* 2008); (H) cell-cycle regulator encoding transcript cyclin-dependent kinase 2 (CDK2) (Gao *et al.* 1999); (I) lens signaling encoding transcripts coiled-coil domain containing 80 (CCDC80/EQUARIN) (Song *et al.* 2012), EPH receptor type A2 (EPHA2) (Shi *et al.* 2012; Cheng *et al.* 2013), fibroblast growth factor receptor 2 (FGFR2) (Robinson 2006), and frizzled class receptor 3 (FZD3) (Dawes *et al.* 2013); and (J) lens DNA binding encoding transcripts paired box 6 (PAX6) (Cvekl and Piatigorsky 1996), heat shock transcription factor 4 (HSF4) (Fujimoto *et al.* 2004; Somasundaram and Bhat 2004), SRY (sex determining region Y)-box 2 (SOX2) (Kondoh *et al.* 2004), prospero homeobox 1 (PROX1) (Duncan *et al.* 2002), and GATA binding protein 3 (GATA3) (Maeda *et al.* 2009).

### Transcript expression levels of the mitochondrial genome and select nuclear encoded mitochondrial transcript and corresponding protein expression levels

The reference chicken mitochondrial genome has a length of 16,775 bp that encodes 22 tRNAs, 2 rRNAs, and 13 polypeptides (Desjardins and Morais 1990; Guan *et al.* 2007). 

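In the authors' FPKM table, transcripts of the mitochondrial genome fall into 3 merged loci, which carry 10, 18 and 9 gene names. Their summed FPKM was 422802 in EC, 335068 in EQ, 238047 in FP and 215178 in FC, so that EQ held 79.2%, FP 56.3% and FC 50.9% of the EC value. The sum decreased by 87734 from EC to EQ, by 97021 from EQ to FP and by 22868 from FP to FC. The locus whose names include MT-ND2 was at 95110 in EC and 30935 in FC, the locus with ATP6 at 111805 and 73468, and the locus with ND6 at 215887 and 110775, ratios of FC over EC of 0.325, 0.657 and 0.513. The FPKM of each of these loci lay above the upper bound of its own 95% interval in all 4 regions, and the error of the sums is therefore unknown. As listed on Galgal4, the loci span positions 1227 to 1296, 8260 to 8329 and 5101 to 5240 of the mitochondrial genome in this table, whereas the authors' deposited table of comparisons gives the same identifiers the names MT-ND2, MT-CYB and ND6 and the positions 5240 to 6355, 14892 to 16035 and 16183 to 16705. In that deposited table of the authors, the log2 fold change from EC to FC was -2.22 (q = 0.204) for MT-ND2, -1.95 (q = 0.0152) for MT-CYB and -0.71 (q = 0.510) for ND6, and MT-CYB was called between EC and FC and between EC and FP. The log2 ratios of the FPKM of the loci with these identifiers were -1.62, -0.61 and -0.96, so the 2 tables give different changes for them. With the FPKM of each region rescaled to a total of 1000000, the ratio of the sums in FC over EC was 1.16 instead of 0.509, and under the other scalings it lay between 0.382 and 0.487. In this rescaling the totals are set by a few abundant loci, and the mitochondrial share of the FPKM total was 7.07% in EC, 5.67% in EQ, 6.94% in FP and 8.20% in FC.

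**Figure D2:**
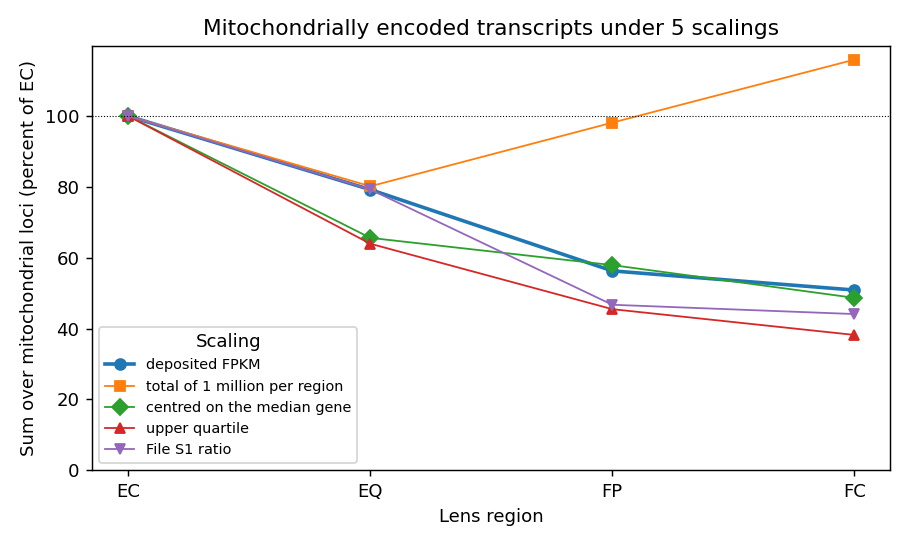
Summed FPKM of the mitochondrial loci in each lens region (x axis) as a percent of the EC value (y axis), with 1 line for each scaling and the deposited FPKM in bold blue. The deposited values decrease to 50.9% in FC, whereas the values rescaled to a total of 1000000 rise to 115.9% after a fall in EQ.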

Expression of mitochondrial encoded genes in the E13 chicken lens exhibited an approximately linear decrease (Figure 4A) from undifferentiated lens epithelial cells to differentiating lens fiber cells. Transcript levels of the respective inner and outer mitochondrial membrane subunit proteins succinate dehydrogenase complex, subunit A (SDHA) and translocase of the outer mitochondrial membrane 20 homolog (yeast) (TOMM20) revealed relatively uniform expression during lens cell differentiation (Figure 4B); however, the protein level was decreased in differentiating lens fiber cells (Figure 4C). 

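SDHA, listed on chromosome 2 from 85681938 to 85697842 of Galgal4, had an FPKM (95% interval) of 19.3 (8.21 to 30.3) in EC, 21.4 (9.01 to 33.8) in EQ, 22.2 (9.48 to 34.9) in FP and 27.2 (10.5 to 43.7) in FC. TOMM20, on chromosome 3 from 37533437 to 37541244, had values of 23.9 (7.63 to 40.1) in EC, 34.3 (14.2 to 54.5) in EQ, 30.6 (9.15 to 52.4) in FP and 29.7 (6.18 to 62.5) in FC. All 4 intervals overlapped for both genes. The largest log2 fold change of SDHA in the authors' deposited table was 0.50 (q = 0.614) from EC to FC, and that of TOMM20 was 0.53 (q = 0.568) from EC to EQ, and neither gene was called in any comparison.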

Consistently, reduced levels of TOMM20 protein were detected in the region where the onset of OFZ formation occurs as demonstrated by confocal microscopy image analysis (Figure 4D) of midsagittal sections of E10, 13, and 15 embryonic chicken lenses. These results demonstrate the presence of mitochondria in the lens epithelium, and, by contrast, the elimination of mitochondria during lens fiber cell differentiation.

**Figure 4:**
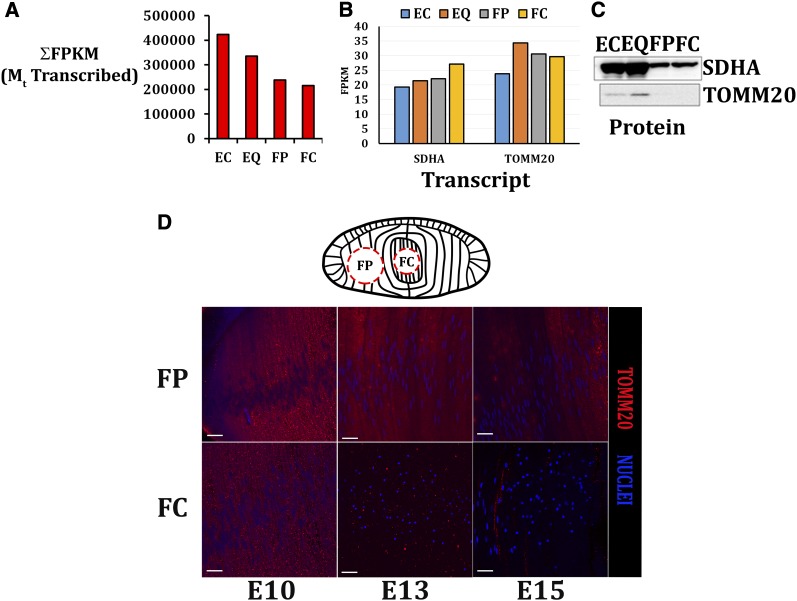
Detected polyadenylated mitochondrial-encoded transcripts display an approximate decrease in expression during lens epithelial to fiber cell differentiation. (A) Detected mitochondrial transcripts (M_t_) display an approximate linear decrease in expression during lens fiber cell differentiation. Transcript expression levels of nuclear encoded inner and outer mitochondrial membrane proteins succinate dehydrogenase complex, subunit A (SDHA) and translocase of the outer mitochondrial membrane 20 homolog (TOMM20) display largely unaltered transcript levels (B) with decreased in protein levels detected by western blotting (C) as lens cell differentiation proceeded. (D) TOMM20 (red) immunofluorescence analysis of differentiating lens fiber cells in sections of the embryonic chicken lens at E10, E13, and E15. Results showed largely decreased TOMM20 levels at E13 compared with E10 that expanded at E15 and preceded the loss of nuclei (blue). Scale bars: 20 μm.

### Comparison of the levels of mitochondrial regulatory- and degradation-associated transcripts with corresponding protein levels

To determine the relationship between transcript levels and protein levels of selected mitochondrial regulators western blots were performed using soluble protein extracts isolated on the same microdissected lens regions (Figure 5). 

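MFN1 lies on chromosome 9 from 16984937 to 17003984 and RAB9A on chromosome 1 from 122427931 to 122436059 in the authors' table on Galgal4. The FPKM (95% interval) of MFN1 rose from 16.5 (6.58 to 26.5) in EC to 21.0 in EQ, 24.9 in FP and 29.8 (2.76 to 65.4) in FC, and that of RAB9A was 6.31 in EC, 8.23 in EQ, 7.77 in FP and 7.65 in FC. RB1CC1 was at 4.67 in EC, 6.53 in EQ, 7.66 in FP and 6.37 in FC. BNIP3L, on chromosome 22 from 524084 to 537224, was at 124 (5.65 to 262) in EC, 128 (25.6 to 229.7) in EQ, 228 (9.98 to 603) in FP and 231 (17.6 to 536) in FC. PARK2, which encodes Parkin, was at 0.961 (0.196 to 1.76) in EC, 1.02 (0.294 to 1.71) in EQ, 1.09 (0.0489 to 2.15) in FP and 0.924 (0.0489 to 2.06) in FC. In the authors' deposited table, the log2 fold change from EC to FC was 0.85 (q = 0.354) for MFN1, 0.28 (q = 0.828) for RAB9A, 0.45 (q = 0.674) for RB1CC1 and 0.90 (q = 0.487) for BNIP3L, and from EQ to FP it was 0.84 (q = 0.537) for BNIP3L. PARK2 was not tested in any comparison, and none of the other 4 genes was called in one.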

MFN1 (Chen *et al.* 2003) and RAB9A, a member of the RAS oncogene family (Nishida *et al.* 2009), revealed similar expression trends between transcript and protein levels, whereas there were small differences in transcript and protein expression patterns for RB1-inducible coiled-coil 1 (RB1CC1/FIP200) (Kim *et al.* 2013), BNIP3L/NIX (Randow and Youle 2014), and Parkin (Randow and Youle 2014). 

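FYCO1, listed on chromosome 2 from 43339785 to 43363519 of Galgal4, had an FPKM (95% interval) of 3.09 (1.23 to 4.96) in EC, 5.77 (2.46 to 9.07) in EQ, 22.5 (8.72 to 36.1) in FP and 24.6 (8.48 to 40.6) in FC, and MTOR, on chromosome 21 from 4132553 to 4193507, of 5.47 (1.82 to 9.10) in EC, 8.83 (3.49 to 14.2) in EQ, 50.5 (9.12 to 92.0) in FP and 52.3 (7.22 to 97.7) in FC. From EQ to FP, the log2 fold change in the authors' deposited table was 1.96 (q = 0.00205) for FYCO1 and 2.52 (q = 0.00351) for MTOR. MFN2 was at 9.46 in EC, 14.9 in EQ, 17.6 in FP and 18.1 in FC, GABARAPL2 at 32.6 in EC, 31.5 in EQ, 28.2 in FP and 31.2 in FC and BECN1 at 15.7 in EC, 16.7 in EQ, 26.7 in FP and 29.9 in FC. Their log2 fold changes from EC to FC in the authors' deposited table were 0.93 (q = 0.262), -0.06 (q = 0.977) and 0.93 (q = 0.262), and these 3 genes were called in no comparison.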

FYVE and coiled-coil domain containing 1 (FYCO1) (Pankiv *et al.* 2010, Chen *et al.* 2011), mechanistic target of rapamycin serine/threonine kinase (mTOR) (Jung *et al.* 2010), mitofusin-2 (MFN2) (Chen *et al.* 2003), LC3 homolog GABA(A) receptor-associated protein-like 2 (GATE16/GABARAPL2) (Weidberg *et al.* 2010), beclin 1, and autophagy related 6 (BECN1) (Kan *et al.* 2011) all revealed differences between the transcript and protein levels.

**Figure 5:**
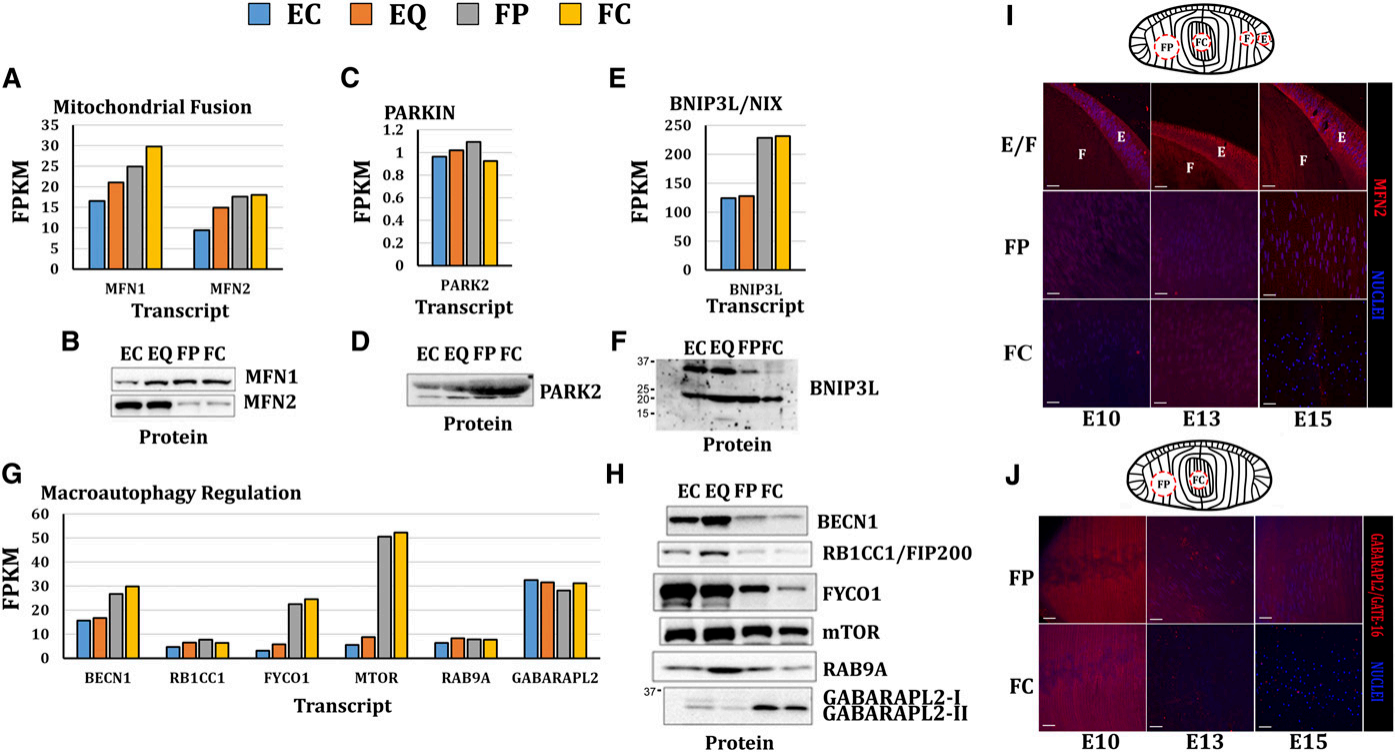
Select mitochondrial regulation, mitophagy, and macroautophagy regulatory protein comparison with transcript levels by western blot and immunofluorescent analysis. Protein levels determined by western analysis were compared with respective transcript levels for mitochondrial fusion transcripts encoding proteins mitofusin-1 and mitofusin-2 (MFN-1, -2) (A, B); mitophagy transcripts encoding proteins Parkin E3 ubiquitin ligase (PARK2/Parkin) (C, D) and BCL2/adenovirus E1B 19kDa interacting protein 3-like (BNIP3L/NIX) (E, F); and macroautophagy regulation transcripts encoding proteins (G, H) beclin 1, autophagy related (BECN1), RB1-inducible coiled-coil 1 (RB1CC1), FYVE and coiled-coil domain containing 1 (FYCO1), mechanistic target of rapamycin (serine/threonine kinase) (mTOR), RAB9A, member RAS oncogene family (RAB9A), GABA(A) receptor-associated protein-like 2 (GABARAPL2). Cryosections from embryonic E10, E13, and E15 chicken lenses were immunostained for MFN2 (I, Red) or GABARAPL2/GATE16 (J, red) (nuclei, blue) and analyzed by confocal microscopy. Scale bars: 20 μm.

As a further comparison, immunoflourescent staining of lens sections from E10, a stage of development before the formation of the OFZ, E13, a stage of development after OFZ formation was initiated, and E15, where the OFZ has formed, was performed for selected proteins. Immunofluorescent staining of MFN2 (Figure 5I) in lens epithelium and differentiating lens fiber cells during the transition from E10 to E13 to E15 revealed greater staining of MFN2 in the lens epithelial zones than in the fiber cell zones, consistent with MFN2 levels by western blotting (Figure 5, B−I comparison) with punctate staining patterns for MFN2 in differentiating lens fiber cells at E15. Greater levels of GABARAPL2-II relative to GABARAPL2-I were found by western blot analysis in the FP and FC regions of the microdissected E13 lens (Figure 5H). Immunolocalization studies showed that by E13, GABARAPL2 was localized almost exclusively to puncta in the central fiber cells (FC), a pattern consistent with the association of GABARAPL2 with autophagic vesicles (Figure 5J).

Collectively, these comparisons (Figure 3, Figure 4, and Figure 5) suggest that at least for some mRNAs posttranscriptional and/or posttranslational mechanisms may participate in regulating the availability (levels) and/or translation of mitochondrial-associated mRNAs in the lens. Of particular interest are differences between transcript level and protein level for GABARAPL2. GABARAPL2 immunostaining reveals distinct puncta consistent with its potential role in autophagy and mitophagy. The relatively high level of GABARAPL2 transcript expression in differentiating lens fibers could indicate a need for high levels of GABARAPL2 mRNA to compensate for the degradation of GABARAPL2 protein that occurs during autophagy. Likewise, FYCO1, BECN1, and BNIP3L/NIX also display greater levels of mRNA than corresponding protein levels, suggesting that increased levels of mRNA could compensate to replenish these proteins upon their degradation in the autophagy and mitophagy processes.

### Gene clustering and statistical analysis of mitochondrial regulatory pathways

Unique gene transcripts were sorted into nuclear transcribed mitochondrial proteins (Pagliarini *et al.* 2008) (Figure 6, Table S7, Table S8, Table S9, Table S10, and File S2) and mitochondrial-associated degradation and regulatory proteins (Figure 7 and File S3) as explained in the section *Materials and Methods*. The statistical analysis performed by cuffdiff (ver. 2.1.1; Table S1) revealed that multiple mitochondrial regulatory pathways exhibited statistically significant differences in their levels of expression between differentiation-state specific regions of the embryonic lens. More than 3000 differently expressed transcripts (Figure 2) between lens epithelium and differentiating lens fibers were identified in total. Of these, more than 75 transcripts have roles in mitochondrial regulation and degradation.

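The transcripts of File S2 and File S3 were matched to the deposited table by the FPKM values they list, which gave 674 loci for File S2, 387 for File S3 and 1031 together, with 30 in both. Of these 1031 loci, 221 had a q-value under 0.05 in at least 1 comparison of the authors' deposited table, and 220 had one between an epithelial and a fiber region. File S2 alone held 127 such loci (18.8%) and File S3 alone 98 (25.3%), the setting that moved the count the most. At a q-value under 0.01, 115 of the 1031 were called. In 10000 random lists matched to each file on mean expression, the median percent called was 28.7% for lists like File S2, with 95% of the lists between 25.4% and 31.9%, and 28.9% for lists like File S3, with 95% between 24.7% and 33.6%. Of the loci that could be matched on expression, 18.8% of 670 were called in File S2, below every random list, and 25.5% of 384 in File S3, at the 6.05 percentile.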

**Figure 6:**
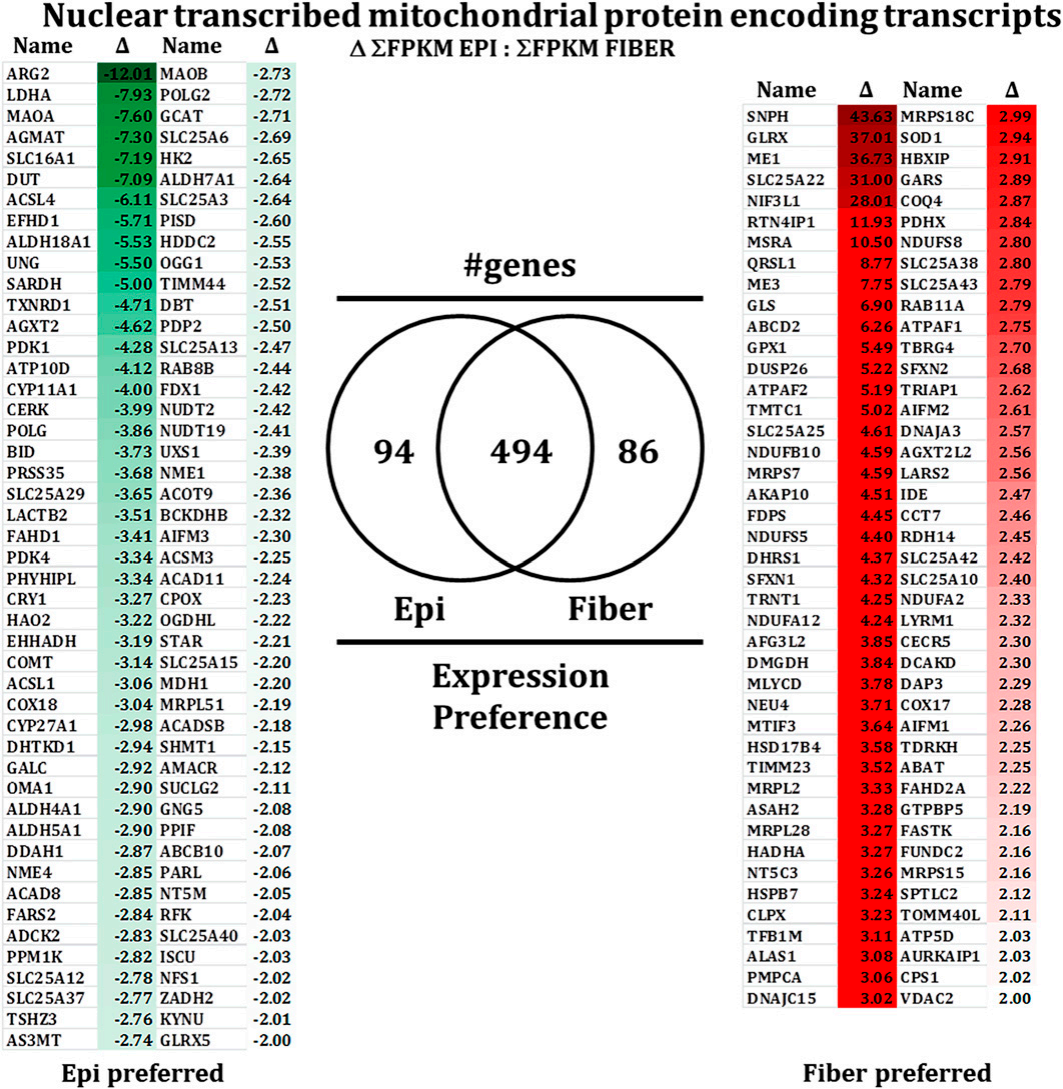
Identification of nuclear transcribed mitochondrial protein encoding transcripts. Our analysis revealed the expression of more than 650 nuclear transcribed mitochondrial protein encoding transcripts with 94 transcripts preferred to the lens epithelia and 86 transcripts preferred to the lens fibers. Transcripts encoding proteins involved in mitochondrial based apoptotic induction (BID, APAF1) demonstrated high levels of expression in the lens epithelium. Transcripts encoding proteins involved in mitochondrial immobilization (SNPH), respiratory chain complex inhibition (DNAJC15), mitochondrial fragmentation (DNAJA3) and mitochondrial repair and protection (GLRX, MSRA) demonstrated high levels of expression in differentiating lens fiber cells. Direct comparisons of central epithelium to equatorial epithelium or equatorial epithelium to peripheral fibers for this analysis are presented as supplementary (Table S7, Table S8, Table S9, and Table S10).

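With the fold change defined as in the paper's methods, as the FPKM sum of FP and FC over that of EC and EQ, 86 of the 674 loci of File S2 were fiber-preferred at a fold change of 2 or more and 93 were epithelium-preferred, and 495 were neither. The median fold change of the list was 1.01. Of the fiber-preferred loci, 61 were called between an epithelial and a fiber region in the authors' deposited table, of the epithelium-preferred 54, and of the rest 11. Rescaling each region to a total of 1000000 moved these counts the most, to 343 fiber-preferred and 16 epithelium-preferred. The largest fold changes toward the fibers were those of SNPH, GLRX and ME1, and ME1, on chromosome 3 from 77166448 to 77331527 as listed on Galgal4, had an FPKM (95% interval) of 1.19 (0.265 to 2.12) in EC, 1.09 (0.0314 to 2.29) in EQ, 41.5 (3.44 to 79.6) in FP and 42.5 (2.23 to 125) in FC. Toward the epithelium they were those of ARG2, LDHA and MAOA. LDHA, on chromosome 5 from 11936823 to 11942582, was at 4469 (53.7 to 9113) in EC, 771 (165 to 1377) in EQ, 382 (28.2 to 735) in FP and 279 (67.7 to 491) in FC, and MAOA at 2.63 in EC, 6.20 in EQ, 0.605 in FP and 0.557 in FC. From EC to FC, the log2 fold change in the authors' deposited table was 5.15 (q = 0.00116) for ME1, -4.00 (q = 0.00351) for LDHA and -2.24 (q = 0.00751) for MAOA. At 7 lines of File S2 the listed symbol differs from the name of the locus with the same values, among them PRSS35, whose values are those of PRSS55, and ALDH6A1, whose values are those of ALDH5A1.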

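BID, listed on chromosome 1 from 61940825 to 62003326 of Galgal4, had an FPKM (95% interval) of 11.7 (0 to 55.1) in EC, 9.75 (0 to 54.1) in EQ, 2.92 (0 to 18.5) in FP and 2.82 (0 to 21.4) in FC. Its intervals begin at 0 in every region, and its log2 fold change from EC to FP in the authors' deposited table was -2.00 (q = 0.893). APAF1, on chromosome 1 from 46537765 to 46565051, was highest in EQ, at 3.71 (0.946 to 6.93) in EC, 9.63 (2.95 to 16.3) in EQ, 1.55 (0.389 to 3.42) in FP and 1.89 (0.501 to 3.92) in FC. In the authors' deposited table, APAF1 rose by a log2 fold change of 1.37 (q = 0.0375) from EC to EQ and changed by -2.63 (q = 0.00116) from EQ to FP and by -1.26 (q = 0.0657) from EC to FP, so that EC and FP were not called different.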

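SNPH, which the table places on an unplaced scaffold, had an FPKM (95% interval) of 0.747 (0 to 1.42) in EC, 0.357 (0 to 0.829) in EQ, 14.6 (4.85 to 24.3) in FP and 33.6 (8.29 to 56.7) in FC. DNAJC15, on chromosome 1 from 166031301 to 166055788 of Galgal4, was at 8.41 in EC, 11.3 in EQ, 29.3 in FP and 30.4 in FC, and DNAJA3, on chromosome 14 from 12694314 to 12748704, at 15.3 in EC, 20.8 in EQ, 44.3 in FP and 48.7 in FC. GLRX, on chromosome Z from 57167985 to 57176365, was at 9.47 (1.02 to 17.9) in EC, 20.8 (5.25 to 36.4) in EQ, 469.8 (108 to 832) in FP and 651 (61.2 to 1255) in FC, and MSRA, on chromosome 3 from 106054094 to 106314882, at 6.00 (2.17 to 9.72) in EC, 10.1 (3.77 to 16.4) in EQ, 71.2 (19.0 to 124) in FP and 97.6 (17.4 to 178) in FC. From EQ to FP, the log2 fold change in the authors' deposited table was 5.35 (q = 0.0432) for SNPH, 1.37 (q = 0.0413) for DNAJC15, 1.09 (q = 0.320) for DNAJA3, 4.50 (q = 0.00116) for GLRX and 2.82 (q = 0.00116) for MSRA. DNAJA3 was called in no comparison, and SNPH, which was under 1 FPKM in EC and EQ, was called between EQ and FP but not between EC and FP (q = 0.0705).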

**Figure 7:**
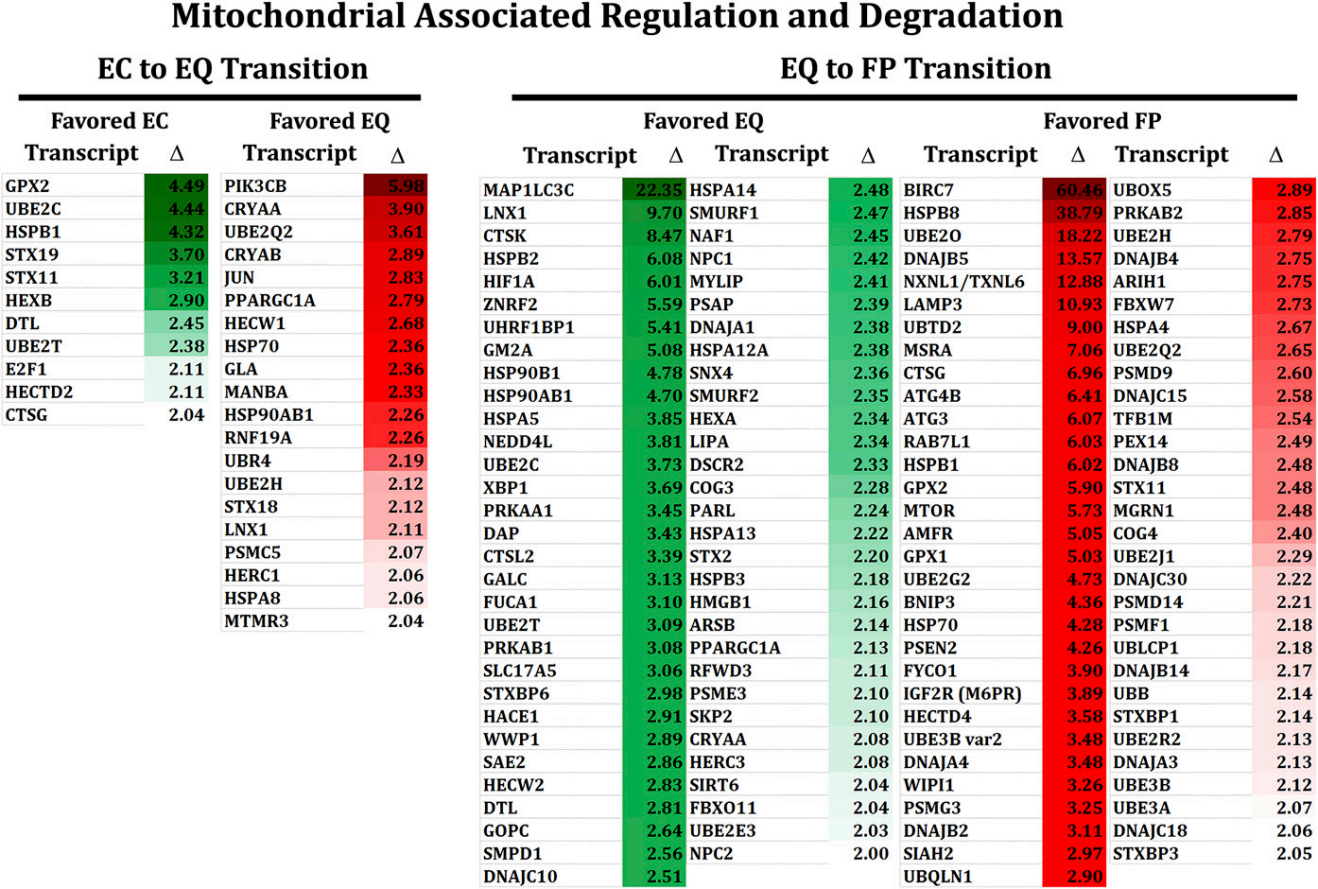
Fold change analysis of detected nuclear encoded mitochondrial-associated degradation and regulation pathways between EC to EQ and EQ to FP transitions. Transcripts encoding proteins involved in mitophagy, autophagy, lysosomal biogenesis, mitochondrial biogenesis, mitochondrial repair/protection, the ubiquitin-proteasome system or heat shock proteins 70/40/27/22 family were compared for the (A) EC to EQ transition and the (B) EQ to FP transition. The FPKMs generated for all genes from these categories are provided as supplementary (File S3). Fold change (Δ) was calculated as discussed in the methods. EC, lens central epithelium; EQ, equatorial epithelium; FP, cortical fibers; FPKM, fragments per kilobase of exon per million fragments mapped.

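Among the 387 loci of File S3, 20 had a fold change of 2 or more toward EQ and 11 toward EC in the EC to EQ step, and in the EQ to FP step 61 had one toward FP and 61 toward EQ. Of these, 4, 3, 26 and 21 were also called between the same regions in the authors' deposited table. Of the 11 transcripts favored in EC, 3 were under 1 FPKM in both regions, as were 1 of the 20 favored in EQ in that step, and 2 in each group of the EQ to FP step. Centring the values on the median gene gave 7 favored in EQ and 15 favored in EC in the EC to EQ step. In the EQ to FP step it gave 31 favored in EQ and 85 favored in FP. The largest changes toward EQ from EC were those of PIK3CB (2.73 to 16.3 FPKM), CRYAA and UBE2Q2 (26.7 to 96.4), and toward EC those of GPX2 (0.917 to 0.204), UBE2C (78.9 to 17.8) and HSPB1 (34.4 to 7.96). Toward FP from EQ they were those of BIRC7 (0.951 to 57.5), HSPB8 (1.25 to 48.6) and UBE2O (10.2 to 186), and toward EQ those of MAP1LC3C (5.05 to 0.226), LNX1 (2.92 to 0.301) and CTSK (2.48 to 0.293). In the authors' deposited table, the log2 fold change of this step was 4.19 (q = 0.00116) for UBE2O, -3.28 (q = 0.0262) for LNX1, -4.48 (q = 0.485) for MAP1LC3C and -3.08 (q = 0.223) for CTSK, and GPX2 was not tested between EC and EQ.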

Gene clustering of these transcripts (Figure 7 and File S3) revealed their participation in macroautophagy regulation, mitophagy initiation, autophagosome initiation, autophagosome expansion/maturation, autophagosome trafficking/fusion, lysosomal biogenesis, mitochondrial biogenesis, mitochondrial repair/protection, proteasome assembly, E1 ubiquitin-activating activity, E2 ubiquitin conjugating activity, E3 ubiquitin ligase activity, or heat-shock chaperone functions. Transcripts encoding proteins involved in mitophagy and selective macroautophagy were detected within all lens cell subregions consistent with their playing roles in mitochondrial degradation in separate lens subregions (Figure 7 and File S3). These included members of the separate mitophagy pathways, Parkin pathway (Randow and Youle 2014), BNIP3L/NIX (Zhang and Ney 2009, Randow and Youle 2014), and BNIP3 (Zhang and Ney 2009). 

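The section of File S3 on selective macroautophagy held 13 loci, of which 12 had an FPKM of 1 or more in EC, 13 in EQ, 13 in FP and 12 in FC. The median FPKM of the section was 13.4 in EC, 15.2 in EQ, 19.7 in FP and 20.0 in FC. Of the 13 loci, 7 had their highest FPKM in FP or FC (53.8%, exact binomial 95% interval 25.1% to 80.8%), and 2 were called between an epithelial and a fiber region in the authors' deposited table, both higher in the fibers. Over the sections of File S3 from macroautophagy initiation to ubiquitin, 277 of 299 loci had an FPKM of 1 or more in all regions.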

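BNIP3, listed on chromosome 6 from 34328940 to 34334530 of Galgal4, had an FPKM (95% interval) of 16.1 (6.94 to 25.2) in EC, 22.8 (8.09 to 37.5) in EQ, 99.5 (10.1 to 189) in FP and 98.4 (5.61 to 248) in FC. Its log2 fold change in the authors' deposited table was 2.13 (q = 0.0171) from EQ to FP and 2.61 (q = 0.00700) from EC to FC. The related BNIP3L was 1.79-fold higher in FP than in EQ and was called in no comparison.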

Interestingly, Parkin members were expressed throughout the lens indicating a possible role in degradation of damaged mitochondria while BNIP3L/NIX and BNIP3 exhibited preferential expression in maturing lens fiber cells indicating a specific role in the elimination of lens mitochondria during lens fiber cell maturation (Figure 5, Figure 7, and File S3).

## Discussion

To identify those mitochondrial regulatory and degradation genes that maintain functional populations of mitochondria in the lens epithelium and eliminate mitochondria in the lens fiber cells, we used high-throughput mRNA sequencing combined with bioinformatics analysis to determine the entire spectrum and range of transcripts expressed by EC, EQ, FP, and FC cells of the E13 chicken lens. The E13 chicken lens maintains large numbers of mitochondria in the lens epithelium and eliminates mitochondria in the cortical fiber cells and therefore is a good model to identify mitochondrial regulatory and degradation mechanisms that regulate the different requirements of these distinct mitochondrial populations. We hypothesized that distinct mitophagy genes and their associated pathways would operate to maintain mitochondria in lens epithelial cells and eliminate mitochondria in lens fiber cells for lens transparency. Because these processes are critical for the development, homeostasis, and transparency of the entire lens, we also hypothesize that the identified mitochondrial regulatory and degradation transcripts could be candidates for causing cataract formation if their normal functions were lost.

Our data identified more than 3000 transcripts that exhibited significant lens differentiation-state specific gene expression differences (Figure 2). Of these, more than 75 mitochondrial-associated transcripts exhibited significant differences in expression levels between the lens subregions examined. These included multiple transcripts specific for mitochondrial regulatory, homeostatic, and degradation functions. In total more than 900 transcripts encoding proteins that are directly or are *de facto*-associated with mitochondrial regulation, structure, function and/or degradation were expressed at different levels at different states of lens cell differentiation (Figure 4, Figure 5, Figure 6, Figure 7, and Figure 8).

**Figure 8:**
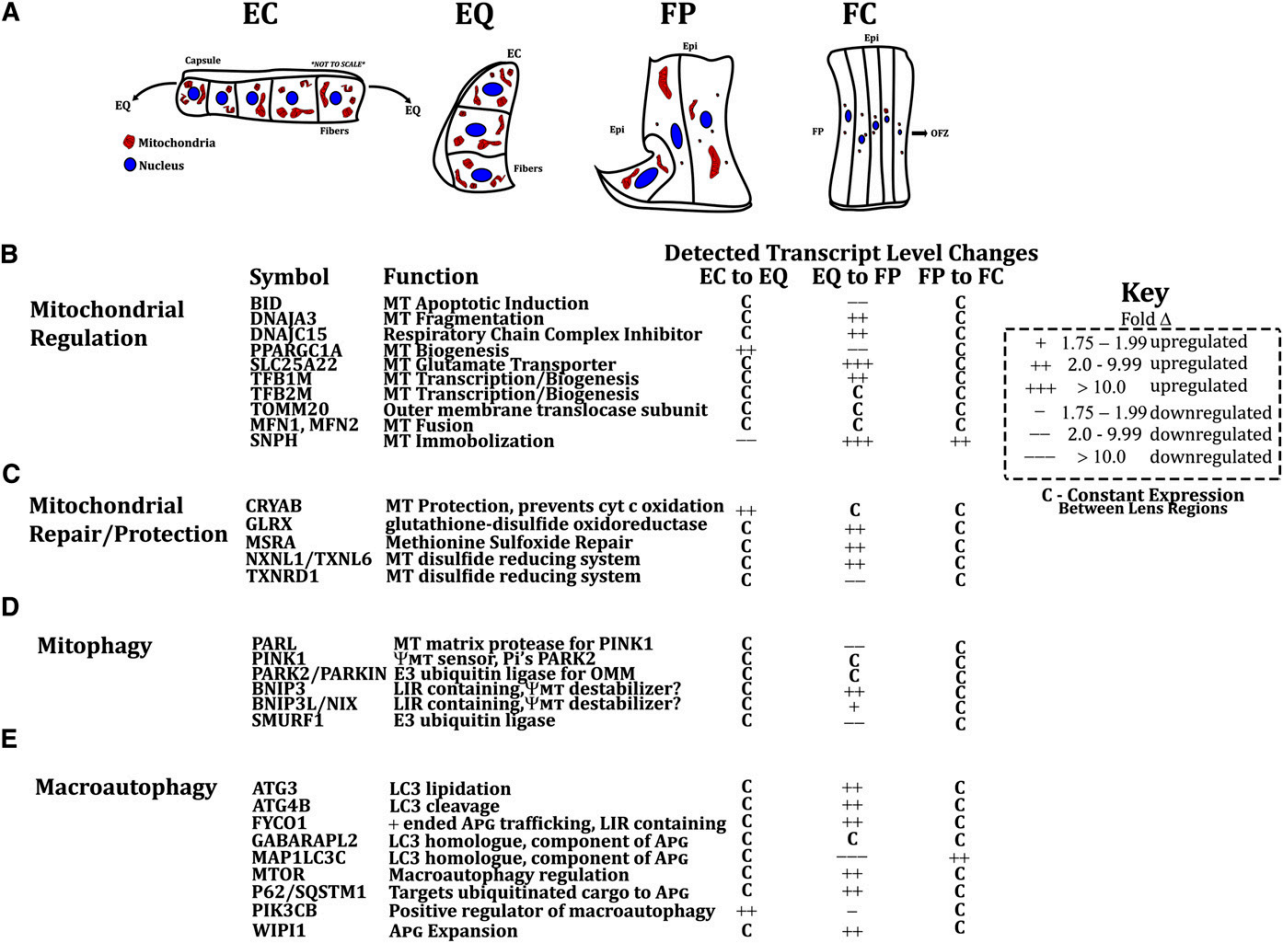
Novel and noteworthy identified mitochondrial regulators between specific lens subregions. (A) A schematic diagram of mitochondrial distribution between the EC, EQ, FP, and FC regions of the day 13 embryonic chicken lens showing active mitochondrial populations and elimination of mitochondria during lens fiber cell maturation. (B) Mitochondrial regulatory transcripts exhibiting increased (+) or decreased (−) levels of expression between indicated lens subregions. (C) Mitochondrial repair and protection transcripts exhibiting increased (+) or decreased (−) levels of expression between indicated lens subregions. (D) Mitophagy transcripts exhibiting increased (+) or decreased (−) levels of expression between indicated lens subregions. (E) Macroautophagy transcripts exhibiting increased (+) or decreased (−) levels of expression between indicated lens sub-regions. APG, autophagic vesicle; EC, central lens epithelium; EQ, equatorial lens epithelium; FP, cortical lens fibers; FC, central lens fibers; LIR, LC3-interacting region; MT, mitochondria(l); OFZ, organelle-free zone; OMM, outer mitochondrial membrane; Pi’s, phosphorylates; ψMT, mitochondrial transmembrane potential.

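Figure 8 marks each of 31 genes in the steps EC to EQ, EQ to FP and FP to FC by the size of its fold change, and the fold changes were recomputed from the deposited FPKM values. Of the regulatory transcripts, PPARGC1A had an FPKM of 0.268 in EC, 0.747 in EQ, 0.351 in FP and 0.211 in FC, under 1 in every region, and was not tested in any comparison of the authors' deposited table. SLC25A22 rose 42.5-fold from EQ to FP, with a log2 fold change of 5.41 (q = 0.0105) in the authors' deposited table, and SNPH rose 40.8-fold. TFB1M rose 2.54-fold in this step, with a log2 fold change of 1.35 (q = 0.0626) in the authors' deposited table, whereas TFB2M, with an FPKM of 6.62 in EC, 7.45 in EQ, 5.73 in FP and 6.23 in FC, was called in no comparison.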

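NXNL1 had an FPKM (95% interval) of 0.361 (0 to 0.874) in EC, 0.204 (0 to 0.655) in EQ, 2.63 (0.437 to 4.81) in FP and 1.13 (0 to 2.18) in FC, and was not tested in the authors' deposited table. Its fold change was 12.9 from EQ to FP, and its FPKM then decreased 2.32-fold from FP to FC. GLRX rose 2.20-fold from EC to EQ and 22.6-fold from EQ to FP, and MSRA 1.68-fold and 7.06-fold.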

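SMURF1, listed on chromosome 14 from 4233130 to 4279401 of Galgal4, had an FPKM (95% interval) of 5.43 (2.03 to 8.83) in EC, 8.97 (2.76 to 15.1) in EQ, 3.63 (0.569 to 8.11) in FP and 3.58 (0.655 to 8.80) in FC. It was 2.47-fold lower in FP than in EQ, a log2 fold change of -1.30 (q = 0.0989) in the authors' deposited table.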

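Of the macroautophagy transcripts, ATG3 and ATG4B rose 6.07-fold and 6.41-fold from EQ to FP, with log2 fold changes of 2.60 (q = 0.00116) and 2.68 (q = 0.00116) in the authors' deposited table. ATG3, listed on chromosome 1 from 82979649 to 83006257 of Galgal4, had an FPKM of 3.30 in EC, 5.18 in EQ, 31.4 in FP and 19.7 in FC, and ATG4B, on chromosome 9 from 4289092 to 4303684, of 16.6 in EC, 16.3 in EQ, 104 in FP and 140.2 in FC. WIPI1, with an FPKM of 33.2 in EC, 60.14 in EQ, 196 in FP and 259.9 in FC, rose 1.81-fold from EC to EQ and 3.26-fold from EQ to FP, and its log2 fold change in the authors' deposited table was 1.71 (q = 0.0681) from EQ to FP, not called, and 2.56 (q = 0.00648) from EC to FP and 2.97 (q = 0.00751) from EC to FC, both called. PIK3CB rose 5.98-fold from EC to EQ and was at 9.14 in FP and 10.6 in FC, and its fibers over epithelium log2 ratio was 0.05, which became -0.06 with upper quartile scaling and -0.19 with the scaling of File S1, both chosen after the data were seen. MAP1LC3C decreased 22.3-fold from EQ to FP and rose 4.42-fold from FP to FC, and was called in no comparison.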

These data provide evidence that the expression of distinct mitochondria-associated genes is important for maintaining functional populations of mitochondria in lens epithelial cells. For example, transcripts encoding proteins involved in oxidoreductase (TXNRD1, NQO2), nitric oxide/polyamine metabolism (ARG2, AGMAT), dUTP nucleotide metabolism (DUT), lipid metabolism (ACSL1, ACSL4) pyruvate decarboxylation (PDK1), and mitochondrial-based apoptotic induction (BID, APAF1) (Li *et al.* 1998; Yin *et al.* 1999; Wang and Youle 2009) encoding transcripts were significantly higher in the lens epithelium than in lens fiber cells (Figure 6). These expression differences are consistent with the requirement for energy production by the mitochondria for the many lens homeostatic functions carried out by the lens epithelium. By contrast, expression of multiple repair and protective genes (MSRA, NXNL1/TXNL6, GLRX, GPX1, CRYAB) (Brennan and Kantorow 2009, Brennan *et al.* 2009a,b, Brennan *et al.* 2010, McGreal *et al.* 2012, 2013; Kantorow *et al.* 2012), mitochondrial transcription/biogenesis (TFB1M) (Gleyzer *et al.* 2005), mitochondrial immobilization (SNPH) (Kang *et al.* 2008; Chen and Sheng 2013), mitochondrial respiratory chain complex inhibition (DNAJC15) (Hatle *et al.* 2013), mitochondrial fragmentation (DNAJA3) (Elwi *et al.* 2012), and the mitochondrial glutamate transporter (SLC25A22) exhibited greater expression in the newly forming lens fiber cells than in the lens epithelium, suggesting the need for increased mitochondrial biogenesis, protection-repair, and mitochondrial metabolic activity in lens cells undergoing differentiation, cellular remodeling, and high rates of protein synthesis.

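TXNRD1, listed on chromosome 1 from 54742739 to 54768918 of Galgal4, had an FPKM (95% interval) of 2.33 (0.633 to 4.04) in EC, 2.81 (1.02 to 4.58) in EQ, 0.427 (0 to 0.828) in FP and 0.664 (0 to 1.36) in FC, and NQO2, on chromosome 2 from 66442634 to 66453335, of 2.90 (0.658 to 6.23) in EC, 3.34 (1.18 to 5.48) in EQ, 11.0 (2.46 to 22.6) in FP and 11.9 (2.98 to 25.8) in FC. From EC to FP, the log2 fold change in the authors' deposited table was -2.45 (q = 0.00952) for TXNRD1 and 1.92 (q = 0.00700) for NQO2, which was higher in the fibers. ARG2, on chromosome 5 from 28140056 to 28170987, was at 159 in EC, 58.9 in EQ, 9.01 in FP and 9.14 in FC, and AGMAT, on chromosome 21 from 4906432 to 4908768, at 0.939 in EC, 0.756 in EQ, 0.107 in FP and 0.125 in FC. AGMAT was under 1 FPKM in every region and was not tested in the authors' deposited table. DUT was at 13.1 in EC, 10.4 in EQ, 1.87 in FP and 1.45 in FC, ACSL1 at 5.93 in EC, 8.98 in EQ, 2.23 in FP and 2.64 in FC, ACSL4 at 50.6 in EC, 13.1 in EQ, 4.79 in FP and 5.61 in FC and PDK1 at 10.8 in EC, 12.6 in EQ, 1.82 in FP and 3.65 in FC. From EC to FP, the log2 fold change in the authors' deposited table was -4.14 (q = 0.00116) for ARG2, -2.81 (q = 0.00116) for DUT, -1.41 (q = 0.0338) for ACSL1, -3.40 (q = 0.00116) for ACSL4 and -2.57 (q = 0.00282) for PDK1. ACSL4 also differed within the epithelium, by -1.95 (q = 0.0109) from EC to EQ in the authors' deposited table.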

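GPX1, listed on chromosome 12 from 2835898 to 2836822 of Galgal4, had an FPKM (95% interval) of 154 (44.7 to 224) in EC, 109 (37.9 to 179.7) in EQ, 549.7 (100.2 to 999) in FP and 898 (126 to 1649) in FC, and its log2 fold change in the authors' deposited table was 2.33 (q = 0.0252) from EQ to FP and 1.83 (q = 0.0795) from EC to FP. TFB1M was at 5.49 in EC, 6.22 in EQ, 15.8 in FP and 20.6 in FC, and SLC25A22 at 1.19 (0.149 to 2.08) in EC, 0.764 (0.149 to 1.49) in EQ, 32.5 (11.6 to 53.2) in FP and 28.0 (11.9 to 44.0) in FC. From EC to FC, the log2 fold change in the authors' deposited table was 2.54 (q = 0.0249) for GPX1, 1.91 (q = 0.0301) for TFB1M, 4.56 (q = 0.00351) for SLC25A22, 6.10 (q = 0.00116) for GLRX, 4.03 (q = 0.00116) for MSRA and 1.67 (q = 0.0940) for DNAJA3. CRYAB changed by -0.47 (q = 0.906) from EQ to FP in the authors' deposited table and was not called.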

The most striking mitochondrial-associated gene expression differences between lens epithelial cells and lens fiber cells were for mitochondrial degradation and elimination genes. 

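By section of File S3, the proteasome list had 31 of 40 loci with their highest FPKM in FP or FC (77.5%, exact binomial 95% interval 61.5% to 89.2%) and a median fold change of fibers over epithelium of 1.62, and 6 of its loci were called between an epithelial and a fiber region in the authors' deposited table, 5 of them higher in the fibers. The E2 ubiquitin conjugating enzymes had 15 of 26 (57.7%), with 9 called and 7 of them higher in the fibers, and the E3 ubiquitin ligases 32 of 68 (47.1%), with 24 called and 14 of them higher. The lists of macroautophagy initiation and nucleation had 18 of 42 (42.9%), with 9 called and 4 of them higher, and the Atg conjugation and expansion list 14 of 28 (50%), with 6 called, all higher. Of the lysosomal list, 17 of 46 loci (37.0%) were highest in the fibers, with a median fold change of 0.738, and 8 of its 11 called loci were lower in the fibers.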

Significant increases in gene expression levels occurred for mitophagy-, macroautophagy-, and ubiquitin-proteasome−associated transcripts in the maturing lens fiber cells (Figure 6, Figure 7, and File S3, respectively). Interestingly, the majority of the mitochondrial degradation−associated transcripts were expressed at the greatest levels in differentiating lens fibers, consistent with the need to eliminate mitochondria in these cells for lens transparency. 

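Among the sections of File S3 from macroautophagy initiation to ubiquitin, 152 of 299 loci had their highest FPKM in FP or FC, which is 50.8% (exact binomial 95% interval 45.0% to 56.6%, counting error over the list only). Of the 299, 39 were highest in EC, 108 in EQ, 37 in FP and 115 in FC. The median fold change of fibers over epithelium was 1.06. Between an epithelial and a fiber region, 76 were called in the authors' deposited table, 48 higher and 28 lower in the fibers. For the 297 loci that could be matched on expression, the percent highest in the fibers was 51.2%, against a median of 43.4% in 10000 random lists matched on mean expression, 95% of which lay between 38.0% and 49.2%. The list lay at the 99.6 percentile of the random lists. Without the ubiquitin and proteasome sections, 151 loci gave 45.0%, at the 71.0 percentile. Rescaling each region to a total of 1000000 moved the percent of the 299 loci the most, to 88.6%, and centring on the median gene gave 58.9%. Among called transcripts it was 61.8%, and 55.5% of the loci had a higher sum of FP and FC than of EC and EQ. The scalings to the upper quartile and to File S1, both chosen after the data were seen, gave 44.8% and 42.5%. The paper proposes that the higher levels in the fibers go with the need of these cells to eliminate mitochondria for lens transparency.

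**Figure D3:**
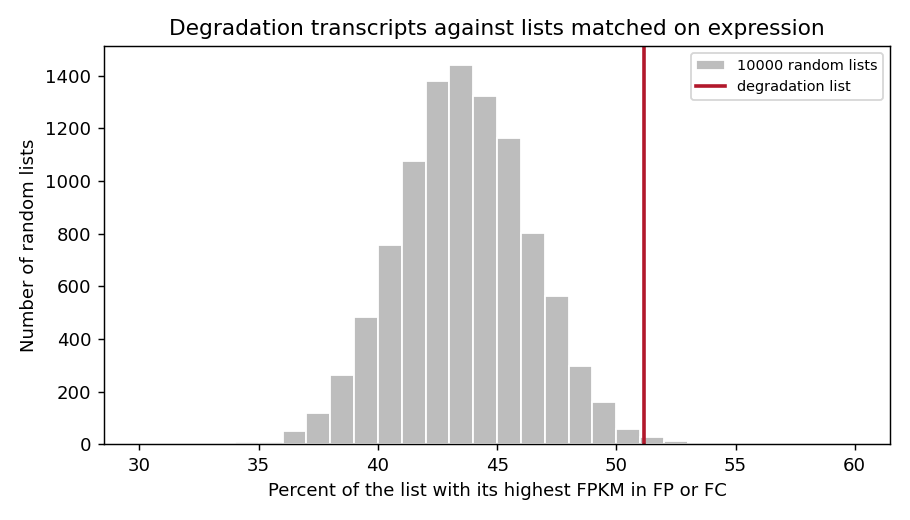
Number of random lists (y axis) by the percent of their loci with the highest FPKM in FP or FC (x axis), for 10000 lists of 297 loci matched on mean expression (gray bars). The degradation list (red line) lies at 51.2%, above 99.6% of the random lists.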

Two major mitophagy transcripts that increased in lens fiber cells were BNIP3L/NIX and BNIP3, which are associated with mitochondrial membrane depolarization and LC3B/GABARAP homolog based tethering and therefore autophagosome recruitment (Novak *et al.* 2010) to the mitochondria (Ding and Yin 2012; Randow and Youle 2014). By contrast, lens epithelial cells had greater levels of PARL, a member of the Parkin-mediated mitophagy pathway (Jin and Youle 2012; Randow and Youle 2014), and similar levels of phosphatase and tensin homolog−induced putative kinase 1 (PINK1) and Parkin to lens fiber cells. Collectively, these results suggest that a balance between different mitophagy mechanisms mirrors the need to maintain functional mitochondrial populations in lens epithelial cells and eliminate mitochondria in lens fiber cells.

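PARL, listed on chromosome 9 from 2168894 to 2177363 of Galgal4, had an FPKM (95% interval) of 12.6 (5.38 to 20.0) in EC, 15.2 (6.56 to 23.7) in EQ, 6.75 (2.28 to 11.3) in FP and 6.75 (1.77 to 13.4) in FC. The epithelial values were higher, and the log2 fold change in the authors' deposited table was -1.17 (q = 0.0816) from EQ to FP and -0.90 (q = 0.212) from EC to FC, so that PARL was not called. PINK1, on chromosome 21 from 4897970 to 4906221, was at 16.2 (6.88 to 25.5) in EC, 21.9 (8.91 to 34.7) in EQ, 19.7 (7.81 to 31.5) in FP and 20.0 (8.18 to 31.8) in FC, with a log2 fold change of 0.30 (q = 0.806) from EC to FC in the authors' deposited table. The intervals of the 4 regions overlapped.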

In addition to decreased PARL expression and increased expression of the BNIP3L/NIX and BNIP3 mitophagy genes in the lens fiber cells, the levels of p62/SQSTM1 transcript whose encoded protein binds ubiquitinated outer mitochondrial membrane proteins, and acts as a macroautophagy receptor for ubiquitinated cargos, is also increased in expression in differentiating lens fibers relative to lens epithelial cells suggesting the possibility that both the ubiquitin-proteasome degradation system (Caceres *et al.* 2010) and mitophagy (Costello *et al.* 2013) pathways could play combined roles in lens fiber cell mitochondrial elimination. 

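SQSTM1, listed on chromosome 13 from 12782158 to 12786548 of Galgal4, had an FPKM (95% interval) of 13.5 (5.12 to 21.6) in EC, 15.1 (6.52 to 23.7) in EQ, 29.7 (10.8 to 48.6) in FP and 54.1 (15.5 to 92.5) in FC. In the authors' deposited table its log2 fold change was 2.00 (q = 0.00904) from EC to FC and 1.84 (q = 0.0175) from EQ to FC, both called, and 0.98 (q = 0.212) from EQ to FP, not called.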

Other studies have reported that, in contrast to the transcript levels analyzed in the present study, p62/SQSTM1 protein levels actually decreased in differentiating lens fiber cells (Wignes *et al.* 2013; Basu *et al.* 2014b) raising the possibility that posttranscriptional and/or translational regulatory mechanisms could operate to regulate p62/SQSTM1 levels in lens cells.

Finally, increased levels of mRNA relative to protein levels were detected in lens fibers for GABARAPL2, FYCO1, BECN1, and BNIP3L/NIX. Because all of these proteins are involved in autophagy and mitophagy and are likely degraded during these processes, our data suggest that transcriptional regulatory mechanisms may increase the level of available mRNA expression for translation of new protein to compensate for the degradation of these proteins during autophagy and mitophagy and thereby ensure their availability.

Collectively, these data combined with previous studies suggests that the distinct mitochondrial populations within different differentiating cell populations of the lens are regulated by distinct mitochondrial associated genes during the transition from lens epithelial cells to lens fiber cells. A selection of these specific genes, their functions, and their lens locations are summarized in Figure 8.

Although our analysis focused mainly on transcriptional expression changes associated with mitochondrial regulation in the lens, the RNA sequencing dataset and bioinformatics analysis reported in the present study also provides a comprehensive window of the entire chicken lens transcriptome and therefore the entire complement of gene expression differences occurring between differentiating lens regions. Combining these data with regulatory RNA analysis during lens cell differentiation (Wolf *et al.* 2013) could pinpoint novel regulators of transcriptional content and the transcriptional program that occurs during the differentiation of lens cells. Further analysis of the data will provide a greater understanding of a wide range of other important processes in the lens, including lens cell survival, homeostasis, differentiation, and degradation of other lens organelles for lens cell differentiation including the nucleus, endoplasmic reticulum and Golgi apparatus, all of which are also degraded during formation of the organelle free zone.

In summary, the present data provide evidence that a plethora of genes orchestrate differentiation-state specific mitochondrial biogenesis, homeostatic and elimination pathways in the eye lens. Further functional and mechanistic studies will be required to identify the individual roles of specific transcripts and their encoded proteins in lens function. Mechanistic studies of the genes identified in the present study, though beyond the scope of the present report, are ongoing by our combined laboratories that aim to pinpoint the precise functions and mechanisms of the identified transcripts for lens epithelial cell mitochondrial regulation, lens cell survival, lens cell differentiation, lens development and the maintenance of lens transparency.

## Supplementary Material

Supporting Information

# Supplementary material for: Differentiation State-Specific Mitochondrial Dynamic Regulatory Networks Are Revealed by Global Transcriptional Analysis of the Developing Chicken Lens
**Source:** G3 (Bethesda). 2014 Jun 13;4(8):1515–27. doi: 10.1534/g3.114.012120
**Supplement:** Supporting Information

Differentiation State-Specific Mitochondrial Dynamic Regulatory Networks Are Revealed by Global Transcriptional Analysis of the Developing Chicken Lens — Supporting Information 

# Differentiation State-Specific Mitochondrial Dynamic Regulatory Networks Are Revealed by Global Transcriptional Analysis of the Developing Chicken Lens

## Supporting Information for Chauss *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Tables S1-S10 and Files S1-S3 (PDF, 418 KB)
- Table S1 - Detected EC gene-specific transcripts statistically decreased in expression during EC to EQ transition. (PDF, 144 KB)
- Table S2 - Detected EC gene-specific transcripts statistically decreased in expression during EC to EQ transition. (PDF, 149 KB)
- Table S3 - Detected EQ gene-specific transcripts statistically decreased in expression during EQ to FP transition. (PDF, 228 KB)
- Table S4 - Detected EQ gene-specific transcripts statistically increased in expression during EQ to FP transition. (PDF, 182 KB)
- Table S5 - Detected FP gene-specific transcripts statistically decreased in expression during FP to FC transition. (PDF, 121 KB)
- Table S6 - Detected FP gene-specific transcripts statistically increased in expression during FP to FC transition. (PDF, 121 KB)
- Table S7 - Nuclear encoded mitochondrial protein transcript that demonstrated a two-fold decrease in expression or greater during EC to EQ transition. (PDF, 122 KB)
- Table S8 - Nuclear encoded mitochondrial protein transcript that demonstrated a two-fold increase in expression or greater during EC to EQ transition. (PDF, 123 KB)
- Table S9 - Nuclear encoded mitochondrial protein transcript that demonstrated a two-fold decrease in expression or greater during EQ to FP transition. (PDF, 133 KB)
- Table S10 - Nuclear encoded mitochondrial protein transcript that demonstrated a two-fold increase in expression or greater during EQ to FP transition. (PDF, 128 KB)
- File S1 - Raw Cufflinks output including the raw total cuffdiff differential expression analysis. These files are tab delimited and can be opened with a Text editor or Microsoft Excel. (.zip, 12 MB)
- File S2 - Total assembled nuclear transcribed mitochondrial transcript FPKMs. (.xlsx, 113 KB)
- File S3 - Total assembled mitochondrial dynamic pathways transcript FPKMs. (.xlsx, 43 KB)

# Supplementary material for: Differentiation State-Specific Mitochondrial Dynamic Regulatory Networks Are Revealed by Global Transcriptional Analysis of the Developing Chicken Lens
**Source:** G3 (Bethesda). 2014 Jun 13;4(8):1515–27. doi: 10.1534/g3.114.012120
**Supplement:** Supporting Information

**Differentiation state-specific mitochondrial dynamic regulatory networks are revealed by global transcriptional analysis of the developing chicken lens.**

Chauss D<sup>1</sup>, Basu S<sup>2</sup>, Rajakaruna S<sup>2</sup>, Ma Z<sup>3</sup>, Gau V<sup>1</sup>, Anastas S<sup>1</sup>, Brennan LA<sup>1</sup>, Hejtmancik JF<sup>3</sup>, Menko AS<sup>2</sup>, Kantorow M<sup>1\*</sup>.

**DOI: 10.1534/g3.114.012120**

### Files S1-S3

Available for download at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.114.012120/-/DC1>

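The supplement used here holds the first 1998 lines of the FPKM table of File S1. Of these, the loci with an FPKM of 1 or more in both tables numbered 1168 in EC, 1132 in EQ, 992 in FP and 1005 in FC, and the median ratio of the deposited FPKM to the FPKM of File S1 was 1.58 in EC, 1.58 in EQ, 1.91 in FP and 1.83 in FC. The ratio lay between 1.56 and 1.61 for the 5th to the 95th percentile of loci in EC, and between 1.58 and 2.33 in FC. The ratio thus varied more between loci in FC than in EC, and the values given here are those of the deposited table.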

**File S1** Raw Cufflinks output including the raw total cuffdiff differential expression analysis. These files are tab delimited and can be opened with a Text editor or Microsoft Excel.

**File S2** .xls file of total assembled nuclear transcribed mitochondrial transcript FPKMs.

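The paper's File S2 lists 675 transcripts by gene symbol with their FPKM in EC, EQ, FP and FC, and all of them were found in the deposited table by their values, at 674 loci. Of these loci, 27 were under 1 FPKM in all regions. In the EC to EQ step, 21 had a fold change of 2 or more toward EC and 31 toward EQ, and in the EQ to FP step 110 toward EQ and 64 toward FP. The authors' deposited table called 3, 3, 36 and 32 of them between the same regions. The paper's Tables S7, S8, S9 and S10 list 21, 31, 111 and 64 transcripts for these groups, and Table S9 gives the values of the ALDH4A1 locus for both ALDH4A1 and ALDH5A1.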

**File S3** .xls file of total assembled mitochondrial dynamic pathways transcript FPKMs.

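The paper's File S3 lists 397 transcripts in sections by pathway, which correspond to 387 loci of the deposited table, since some are listed in more than 1 section. Of these loci, 7 were under 1 FPKM in all regions. Its largest sections were the E3 ubiquitin ligases with 68 loci, the heat shock proteins with 56 and the lysosomal genes with 46. Of the heat shock proteins, 32 were highest in FP or FC (57.1%, exact binomial 95% interval 43.2% to 70.3%).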

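The tables of transcripts that differ between neighboring regions list log2 fold changes with q-values from cuffdiff. The paper's Table S1 lists 255 transcripts and Table S2 lists 319, as many as the deposited table calls lower and higher in EQ than in EC. The values of Table S2, from 1.3 to 4.9, are all positive.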

**Table S1** Detected EC gene-specific transcripts statistically decreased in expression during EC to EQ transition.

|                     |                                                            |      |         |
|---------------------|------------------------------------------------------------|------|---------|
| UTS2D               | urotensin-2B precursor                                     | -2.1 | 4.0E-02 |
| EMCN                | endomucin                                                  | -1.9 | 4.0E-02 |
| PDE4C               | phosphodiesterase 4C, cAMP-specific                        | -1.4 | 4.1E-02 |
| ENSGALG00000002749  | novel gene                                                 | -1.4 | 4.1E-02 |
| RBP3                | retinol-binding protein 3 precursor                        | -1.4 | 4.1E-02 |
| ENTPD2              | ectonucleoside triphosphate diphosphohydrolase 2 precursor | -1.5 | 4.1E-02 |
| BARD1               | BRCA1-associated RING domain protein 1                     | -1.5 | 4.1E-02 |
| TMEM132D            | transmembrane protein 132D                                 | -1.5 | 4.1E-02 |
| HGF/SF              | hepatocyte growth factor precursor                         | -1.4 | 4.1E-02 |
| OSBPL3              | oxysterol binding protein-like 3                           | -1.4 | 4.1E-02 |
| ENSGALG00000002955  | novel gene                                                 | -1.7 | 4.1E-02 |
| SLC39A8             | solute carrier family 39 (zinc transporter), member 8      | -2.2 | 4.1E-02 |
| PDE9A               | phosphodiesterase 9A                                       | -2.2 | 4.1E-02 |
| KIF4A               | chromosome-associated kinesin KIF4                         | -1.4 | 4.2E-02 |
| GPC4                | glypican 4                                                 | -2.1 | 4.2E-02 |
| ENSGALG000000020899 | Uncharacterized protein                                    | -2.3 | 4.2E-02 |
| TSC22D3             | TSC22 domain family, member 3                              | -1.5 | 4.3E-02 |
| GPX7                | glutathione peroxidase 7                                   | -1.7 | 4.3E-02 |
| EGLN3               | egl nine homolog 3 (C. elegans)                            | -1.9 | 4.4E-02 |
| MXD3                | MAX dimerization protein 3                                 | -1.9 | 4.4E-02 |
| DISP1               | dispatched homolog 1 (Drosophila)                          | -1.3 | 4.4E-02 |
| CCNB3               | G2/mitotic-specific cyclin-B3                              | -1.4 | 4.5E-02 |
| PRX                 | paired mesoderm homeobox protein 1                         | -1.8 | 4.5E-02 |
| ENSGALG00000005114  | novel gene                                                 | -1.8 | 4.5E-02 |
| DOCK11              | dedicator of cytokinesis 11                                | -1.4 | 4.6E-02 |
| BRCA1               | breast cancer 1, early onset                               | -1.3 | 4.8E-02 |
| MCM3                | DNA replication licensing factor <i>MCM3</i>               | -1.4 | 4.9E-02 |
| snoZ196             | Small nucleolar RNA Z196/R39/R59 family                    | /0   | 5.0E-02 |

\*p-values are corrected for multiple testing by the false discovery rate method as utilized by cuffdiff (version 2.1.1).

**Table S2 Detected EC gene-specific transcripts statistically decreased in expression during EC to EQ transition.**

|                    |                                                                                |     |         |
|--------------------|--------------------------------------------------------------------------------|-----|---------|
| TTC7B              | tetratricopeptide repeat protein 7B                                            | 1.4 | 3.6E-02 |
| OSGIN2             | oxidative stress induced growth inhibitor family member 2                      | 1.5 | 3.7E-02 |
| OTUD7A             | OTU domain containing 7A                                                       | 1.4 | 3.7E-02 |
| SGK3               | serine/threonine-protein kinase Sgk3                                           | 1.4 | 3.7E-02 |
| CNN3               | calponin 3, acidic                                                             | 1.7 | 3.8E-02 |
| PHKA2              | phosphorylase kinase, alpha 2 (liver)                                          | 1.5 | 3.8E-02 |
| APAF1              | apoptotic peptidase activating factor 1                                        | 1.4 | 3.8E-02 |
| ARHGAP24           | Rho GTPase activating protein 24                                               | 1.5 | 3.8E-02 |
| SORCS1             | sortilin-related VPS10 domain containing receptor 1                            | 1.4 | 3.8E-02 |
| DAAM2              | dishevelled associated activator of morphogenesis 2                            | 1.6 | 3.9E-02 |
| MSANTD3            | Myb/SANT-like DNA-binding domain containing 3                                  | 1.4 | 3.9E-02 |
| PIK3CA             | phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit alpha isoform | 1.3 | 3.9E-02 |
| TUBB6              | Tubulin beta-5 chain                                                           | 1.4 | 3.9E-02 |
| ENSGALG00000021838 | novel gene                                                                     | 1.6 | 4.0E-02 |
| ARHGAP10           | Rho GTPase activating protein 10                                               | 1.4 | 4.1E-02 |
| CAB39L             | calcium binding protein 39-like                                                | 1.9 | 4.1E-02 |
| FSD1L              | fibronectin type III and SPRY domain containing 1-like                         | 1.5 | 4.2E-02 |
| TRIB1              | tribbles homolog 1 (Drosophila)                                                | 1.5 | 4.2E-02 |
| KCTD1              | potassium channel tetramerization domain containing 1                          | 1.5 | 4.2E-02 |
| RASSF2             | ras association domain-containing protein 2                                    | 1.5 | 4.2E-02 |
| GAS7               | growth arrest-specific 7                                                       | 1.5 | 4.3E-02 |
| SERPINB6           | serpin B6                                                                      | 1.4 | 4.4E-02 |
| CABP7              | calcium binding protein 7                                                      | 1.6 | 4.5E-02 |
| EMP2               | epithelial membrane protein 2                                                  | 1.3 | 4.5E-02 |
| ENSGALG00000004676 | Uncharacterized protein                                                        | 1.4 | 4.5E-02 |
| RNaseP_nuc         | Nuclear RNase P                                                                | 1.9 | 4.6E-02 |
| KIF25              | kinesin family member 25                                                       | 1.5 | 4.6E-02 |
| ACAP3              | ArfGAP with coiled-coil, ankyrin repeat and PH domains 3                       | 1.4 | 4.7E-02 |
| EDN3               | Endothelin 3                                                                   | 1.6 | 4.8E-02 |
| DUSP8              | dual specificity phosphatase 8                                                 | 1.7 | 4.8E-02 |
| gga-let-7b         | <i>gga-let-7b</i> [Source:miRBase;Acc:MI0001172]                               | 1.5 | 4.9E-02 |
| ENSGALG00000028383 | novel gene                                                                     | 1.7 | 5.0E-02 |
| TMEM135            | transmembrane protein 135                                                      | 1.3 | 5.0E-02 |

\*p-values are corrected for multiple testing by the false discovery rate method as utilized by cuffdiff (version 2.1.1).

**Table S3 Detected EQ gene-specific transcripts statistically decreased in expression during EQ to FP transition.**

|                    |                                                          |      |         |
|--------------------|----------------------------------------------------------|------|---------|
| ELMOD1             | ELMO/CED-12 domain containing 1                          | -1.5 | 5.0E-02 |
| EYA4               | eyes absent homolog 4 (Drosophila)                       | -1.6 | 5.0E-02 |
| C4ORF20            | ufm1-specific protease 2                                 | -1.4 | 5.0E-02 |
| ENSGALG00000003492 | smooth muscle protein phosphatase type 1-binding subunit | -1.4 | 5.0E-02 |
| ST3GAL5            | ST3 beta-galactoside alpha-2,3-sialyltransferase 5       | -1.5 | 5.0E-02 |
| MAP3K1             | mitogen-activated protein kinase kinase kinase 1, E3     | -1.9 | 5.0E-02 |
|                    | ubiquitin protein ligase                                 |      |         |

---

\*p-values are corrected for multiple testing by the false discovery rate method as utilized by cuffdiff (version 2.1.1).

**Table S4** Detected EQ gene-specific transcripts statistically increased in expression during EQ to FP transition.

|        |                              |     |         |
|--------|------------------------------|-----|---------|
| ZNF503 | zinc finger protein 503      | 3.1 | 5.0E-02 |
| HMOX1  | heme oxygenase (decycling) 1 | 2.8 | 5.0E-02 |

---

\*p-values are corrected for multiple testing by the false discovery rate method as utilized by cuffdiff (version 2.1.1).

**Table S5** Detected FP gene-specific transcripts statistically decreased in expression during FP to FC transition.

| Gene                | Description                                                           | log2(Fold Change) | p-value* |
|---------------------|-----------------------------------------------------------------------|-------------------|----------|
| ENSGALG00000007692  | Uncharacterized protein                                               | /0                | 1.2E-03  |
| CGN                 | cingulin                                                              | -5.0              | 6.0E-03  |
| ENSGALG000000026793 | novel gene                                                            | -3.1              | 6.5E-03  |
| R3HDML              | R3H domain containing-like                                            | -2.0              | 8.0E-03  |
| SNORD37             | Small nucleolar RNA <i>SNORD37</i>                                    | /0                | 1.6E-02  |
| ENSGALG000000025721 | cytochrome P450, family 2, subfamily D, polypeptide 7<br>pseudogene 1 | -2.0              | 2.2E-02  |
| PENK                | proenkephalin                                                         | -1.9              | 2.7E-02  |
| ENSGALG000000025721 | cytochrome P450, family 2, subfamily D, polypeptide 7<br>pseudogene 1 | /0                | 3.1E-02  |
| snoU83B             | Small nucleolar RNA U83B                                              | /0                | 4.3E-02  |
| ENSGALG000000026680 | novel gene                                                            | -2.0              | 4.8E-02  |

\*p-values are corrected for multiple testing by the false discovery rate method as utilized by cuffdiff (version 2.1.1).

**Table S6** Detected FP gene-specific transcripts statistically increased in expression during FP to FC transition.

| Gene                | Description                                                          | log2(Fold Change) | p-value* |
|---------------------|----------------------------------------------------------------------|-------------------|----------|
| <i>gga-mir-10a</i>  | <i>gga-mir-10a</i> [Source:miRBase;Acc:MI0007559]                    | inf               | 1.2E-03  |
| C10ORF47            | Uncharacterized protein                                              | 3.4               | 4.2E-03  |
| SLC35E4             | solute carrier family 35, member E4                                  | inf               | 4.8E-03  |
| TRAIL-LIKE          | TNF-related apoptosis inducing ligand- <i>like</i> protein precursor | 2.7               | 4.8E-03  |
| ENSGALG00000010944  | novel gene                                                           | 2.3               | 1.8E-02  |
| ENSGALG00000028414  | novel gene                                                           | 2.8               | 1.8E-02  |
| LONRF2              | LON peptidase N-terminal domain and ring finger 2                    | 2.8               | 2.6E-02  |
| ENSGALG00000026665  | novel gene                                                           | 1.1               | 4.2E-02  |
| NUPL2               | nucleoporin-like protein 2                                           | 2.0               | 4.6E-02  |
| <i>gga-mir-1618</i> | <i>gga-mir-1618</i> [Source:miRBase;Acc:MI0007347]                   | inf               | 4.7E-02  |
| ENSGALG00000011233  | novel gene                                                           | 2.6               | 4.9E-02  |

\*p-values are corrected for multiple testing by the false discovery rate method as utilized by cuffdiff (version 2.1.1).

**Table S7 Nuclear encoded mitochondrial protein transcript that demonstrated a two-fold decrease in expression or greater during EC to EQ transition.** Detected FPKM and fold change ( $\Delta$ ) shown.

| Symbol   | EC      | EQ     | $\Delta$ | Description                                                        |
|----------|---------|--------|----------|--------------------------------------------------------------------|
| LDHA     | 4469.11 | 771.07 | -5.80    | lactate dehydrogenase A                                            |
| HK2      | 21.34   | 5.45   | -3.92    | hexokinase 2                                                       |
| ACSL4    | 50.55   | 13.05  | -3.87    | acyl-CoA synthetase long-chain family member 4                     |
| GATM     | 0.36    | 0.09   | -3.78    | glycine amidinotransferase (L-arginine:glycine amidinotransferase) |
| PRSS35   | 12.87   | 3.41   | -3.77    | protease, serine, 35                                               |
| TAP1     | 1.36    | 0.39   | -3.52    | transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)        |
| SDSL     | 1.80    | 0.52   | -3.46    | serine dehydratase-like                                            |
| HAO2     | 0.56    | 0.18   | -3.22    | hydroxyacid oxidase 2 (long chain)                                 |
| OGG1     | 10.88   | 3.39   | -3.20    | 8-oxoguanine DNA glycosylase                                       |
| CKMT1A   | 1.37    | 0.44   | -3.14    | creatine kinase, mitochondrial 1A                                  |
| TDRKH    | 0.48    | 0.16   | -3.09    | tudor and KH domain containing                                     |
| AIFM3    | 1.96    | 0.67   | -2.92    | apoptosis-inducing factor, mitochondrion-associated, 3             |
| ARG2     | 159.12  | 58.90  | -2.70    | arginase, type II                                                  |
| ELN      | 0.75    | 0.31   | -2.46    | elastin (supravalvular aortic stenosis, Williams-Beuren syndrome)  |
| CYP11A1  | 1.53    | 0.62   | -2.44    | cytochrome P450, family 11, subfamily A, polypeptide 1             |
| SLC25A29 | 6.60    | 2.80   | -2.36    | solute carrier family 25, member 29                                |
| ARMC4    | 0.26    | 0.12   | -2.23    | armadillo repeat containing 4                                      |
| SLC25A37 | 2.82    | 1.35   | -2.10    | solute carrier family 25, member 37                                |
| SNPH     | 0.75    | 0.36   | -2.09    | syntaphilin                                                        |
| COQ9     | 9.49    | 4.66   | -2.04    | coenzyme Q9 homolog ( <i>S. cerevisiae</i> )                       |
| MUTYH    | 2.93    | 1.45   | -2.03    | mutY homolog ( <i>E. coli</i> )                                    |

**Table S8 Nuclear encoded mitochondrial protein transcript that demonstrated a two-fold increase in expression or greater during EC to EQ transition. Detected FPKM and fold change ( $\Delta$ ) shown.**

| Symbol          | EC    | EQ     | $\Delta$ | Description                                                                             |
|-----------------|-------|--------|----------|-----------------------------------------------------------------------------------------|
| <b>NME4</b>     | 0.22  | 1.19   | 5.34     | non-metastatic cells 4, protein expressed in                                            |
| <b>GPAM</b>     | 2.81  | 9.54   | 3.40     | glycerol-3-phosphate acyltransferase, mitochondrial                                     |
| <b>MRPL39</b>   | 10.44 | 34.55  | 3.31     | mitochondrial ribosomal protein L39                                                     |
| <b>BCKDHB</b>   | 4.73  | 14.00  | 2.96     | branched chain keto acid dehydrogenase E1, beta polypeptide (maple syrup urine disease) |
| <b>BBOX1</b>    | 1.50  | 3.92   | 2.61     | butyrobetaine (gamma), 2-oxoglutarate dioxygenase (gamma-butyrobetaine hydroxylase) 1   |
| <b>AGR2</b>     | 0.23  | 0.60   | 2.59     | anterior gradient 2 homolog ( <i>Xenopus laevis</i> )                                   |
| <b>TSHZ3</b>    | 0.74  | 1.89   | 2.56     | teashirt family zinc finger 3                                                           |
| <b>ATP10D</b>   | 1.54  | 3.92   | 2.54     | ATPase, Class V, type 10D                                                               |
| <b>IDH1</b>     | 53.10 | 130.93 | 2.47     | isocitrate dehydrogenase 1 (NADP+), soluble                                             |
| <b>NCOA4</b>    | 21.37 | 52.42  | 2.45     | nuclear receptor coactivator 4                                                          |
| <b>SQRDL</b>    | 1.76  | 4.24   | 2.41     | sulfide quinone reductase-like (yeast)                                                  |
| <b>TOMM70A</b>  | 23.57 | 56.63  | 2.40     | translocase of outer mitochondrial membrane 70 homolog A ( <i>S. cerevisiae</i> )       |
| <b>LYRM1</b>    | 10.58 | 25.30  | 2.39     | LYR motif containing 1                                                                  |
| <b>AK2</b>      | 23.62 | 56.27  | 2.38     | adenylate kinase 2                                                                      |
| <b>MAOA</b>     | 2.63  | 6.20   | 2.35     | monoamine oxidase A                                                                     |
| <b>SLC25A38</b> | 1.46  | 3.36   | 2.30     | solute carrier family 25, member 38                                                     |
| <b>IDE</b>      | 10.66 | 24.40  | 2.29     | insulin-degrading enzyme                                                                |
| <b>ALDH2</b>    | 22.08 | 49.66  | 2.25     | aldehyde dehydrogenase 2 family (mitochondrial)                                         |
| <b>MRPS14</b>   | 8.95  | 19.85  | 2.22     | mitochondrial ribosomal protein S14                                                     |
| <b>GLRX</b>     | 9.47  | 20.81  | 2.20     | glutaredoxin (thioltransferase)                                                         |
| <b>GTPBP5</b>   | 4.41  | 9.55   | 2.16     | GTP binding protein 5 (putative)                                                        |
| <b>ABHD10</b>   | 2.65  | 5.71   | 2.16     | abhydrolase domain containing 10                                                        |
| <b>KYNU</b>     | 0.46  | 0.98   | 2.15     | kynureninase (L-kynurenine hydrolase)                                                   |
| <b>MCAT</b>     | 14.46 | 30.59  | 2.12     | malonyl CoA:ACP acyltransferase (mitochondrial)                                         |
| <b>COMTD1</b>   | 2.64  | 5.45   | 2.06     | catechol-O-methyltransferase domain containing 1                                        |
| <b>TIMM23</b>   | 13.74 | 28.27  | 2.06     | translocase of inner mitochondrial membrane 23 homolog (yeast)                          |
| <b>DUSP26</b>   | 0.74  | 1.51   | 2.04     | dual specificity phosphatase 26 (putative)                                              |
| <b>HMGCS2</b>   | 0.65  | 1.33   | 2.04     | 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2 (mitochondrial)                        |
| <b>MTX2</b>     | 26.46 | 53.22  | 2.01     | metaxin 2                                                                               |
| <b>NDUFA10</b>  | 40.07 | 80.42  | 2.01     | NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 10, 42kDa                           |
| <b>NDUFA4</b>   | 93.79 | 187.91 | 2.00     | NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4, 9kDa                             |

**Table S9 Nuclear encoded mitochondrial protein transcript that demonstrated a two-fold decrease in expression or greater during EQ to FP transition. Detected FPKM and fold change ( $\Delta$ ) shown.**

| Symbol   | EQ    | FP    | $\Delta$ | Description                                                                                 |
|----------|-------|-------|----------|---------------------------------------------------------------------------------------------|
| MAOA     | 6.2   | 0.6   | -10.2    | monoamine oxidase A                                                                         |
| SLC16A1  | 210.8 | 25.8  | -8.2     | solute carrier family 16, member 1 (monocarboxylic acid transporter 1)                      |
| SARDH    | 15.9  | 2.1   | -7.5     | sarcosine dehydrogenase                                                                     |
| AGMAT    | 0.8   | 0.1   | -7.1     | agmatine ureohydrolase (agmatinase)                                                         |
| PDK1     | 12.6  | 1.8   | -6.9     | pyruvate dehydrogenase kinase, isozyme 1                                                    |
| TXNRD1   | 2.8   | 0.4   | -6.6     | thioredoxin reductase 1                                                                     |
| ARG2     | 58.9  | 9.0   | -6.5     | arginase, type II                                                                           |
| EFHD1    | 5.9   | 1.0   | -6.2     | EF-hand domain family, member D1                                                            |
| ATP10D   | 3.9   | 0.7   | -5.6     | ATPase, Class V, type 10D                                                                   |
| DUT      | 10.4  | 1.9   | -5.6     | dUTP pyrophosphatase                                                                        |
| ALDH18A1 | 12.9  | 2.6   | -5.0     | aldehyde dehydrogenase 18 family, member A1                                                 |
| PHYHIPL  | 3.9   | 0.8   | -4.7     | phytanoyl-CoA 2-hydroxylase interacting protein-like                                        |
| LACTB2   | 5.2   | 1.1   | -4.6     | lactamase, beta 2                                                                           |
| TSHZ3    | 1.9   | 0.4   | -4.5     | teashirt family zinc finger 3                                                               |
| CERK     | 11.1  | 2.5   | -4.4     | ceramide kinase                                                                             |
| CRY1     | 22.8  | 5.3   | -4.3     | cryptochrome 1 (photolyase-like)                                                            |
| OMA1     | 5.4   | 1.3   | -4.2     | OMA1 homolog, zinc metallopeptidase ( <i>S. cerevisiae</i> )                                |
| ACSL1    | 9.0   | 2.2   | -4.0     | acyl-CoA synthetase long-chain family member 1                                              |
| AS3MT    | 19.8  | 5.0   | -3.9     | arsenic (+3 oxidation state) methyltransferase                                              |
| NME4     | 1.2   | 0.3   | -3.8     | non-metastatic cells 4, protein expressed in                                                |
| SLC25A3  | 395.5 | 104.9 | -3.8     | solute carrier family 25 (mitochondrial carrier; phosphate carrier), member 3               |
| UNG      | 10.7  | 2.9   | -3.7     | uracil-DNA glycosylase                                                                      |
| POLG     | 4.3   | 1.2   | -3.7     | polymerase (DNA directed), gamma                                                            |
| BCKDHB   | 14.0  | 3.9   | -3.6     | branched chain keto acid dehydrogenase E1, beta polypeptide (maple syrup urine disease)     |
| CYP27A1  | 6.2   | 1.8   | -3.4     | cytochrome P450, family 27, subfamily A, polypeptide 1                                      |
| EHHADH   | 7.7   | 2.2   | -3.4     | enoyl-Coenzyme A, hydratase/3-hydroxyacyl Coenzyme A dehydrogenase                          |
| EARS2    | 2.4   | 0.7   | -3.4     | glutamyl-tRNA synthetase 2 (mitochondrial)(putative)                                        |
| DDAH1    | 54.9  | 16.4  | -3.3     | dimethylarginine dimethylaminohydrolase 1                                                   |
| BID      | 9.7   | 2.9   | -3.3     | BH3 interacting domain death agonist                                                        |
| FARS2    | 20.7  | 6.4   | -3.2     | phenylalanine-tRNA synthetase 2 (mitochondrial)                                             |
| ALDH4A1  | 7.4   | 2.3   | -3.2     | aldehyde dehydrogenase 4 family, member A1                                                  |
| ALDH5A1  | 7.4   | 2.3   | -3.2     | aldehyde dehydrogenase 5 family, member A1 (succinate-semialdehyde dehydrogenase)           |
| PPIF     | 5.3   | 1.7   | -3.1     | peptidylprolyl isomerase F (cyclophilin F)                                                  |
| GALC     | 1.7   | 0.5   | -3.1     | galactosylceramidase                                                                        |
| SLC25A6  | 294.3 | 94.2  | -3.1     | solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 6 |
| PPM1K    | 8.7   | 2.8   | -3.1     | protein phosphatase 1K (PP2C domain containing)                                             |
| SLC25A12 | 9.9   | 3.3   | -3.0     | solute carrier family 25 (mitochondrial carrier, Aralar), member 12                         |
| PDP2     | 6.6   | 2.2   | -3.0     | pyruvate dehydrogenase phosphatase isoenzyme 2                                              |

|                 |       |      |      |                                                                                             |
|-----------------|-------|------|------|---------------------------------------------------------------------------------------------|
| <b>SLC25A13</b> | 14.0  | 4.7  | -3.0 | solute carrier family 25, member 13 (citrin)                                                |
| <b>BCL2</b>     | 6.2   | 2.1  | -3.0 | B-cell CLL/lymphoma 2                                                                       |
| <b>POLG2</b>    | 13.5  | 4.7  | -2.9 | polymerase (DNA directed), gamma 2, accessory subunit                                       |
| <b>DBT</b>      | 15.1  | 5.3  | -2.9 | dihydrolipoamide branched chain transacylase E2                                             |
| <b>ACAD8</b>    | 8.7   | 3.1  | -2.9 | acyl-Coenzyme A dehydrogenase family, member 8                                              |
| <b>HDDC2</b>    | 32.3  | 11.3 | -2.8 | HD domain containing 2                                                                      |
| <b>PISD</b>     | 4.3   | 1.5  | -2.8 | phosphatidylserine decarboxylase                                                            |
| <b>TIMM44</b>   | 93.0  | 33.0 | -2.8 | translocase of inner mitochondrial membrane 44 homolog (yeast)                              |
| <b>GCAT</b>     | 8.2   | 2.9  | -2.8 | glycine C-acetyltransferase (2-amino-3-ketobutyrate coenzyme A ligase)                      |
| <b>KYNU</b>     | 1.0   | 0.4  | -2.8 | kynureninase (L-kynurenine hydrolase)                                                       |
| <b>ACOT9</b>    | 5.4   | 1.9  | -2.8 | acyl-CoA thioesterase 9                                                                     |
| <b>FDX1</b>     | 5.5   | 2.0  | -2.8 | ferredoxin 1                                                                                |
| <b>ACSM3</b>    | 0.8   | 0.3  | -2.8 | acyl-CoA synthetase medium-chain family member 3                                            |
| <b>HADH</b>     | 58.0  | 21.2 | -2.7 | hydroxyacyl-Coenzyme A dehydrogenase                                                        |
| <b>ACSL4</b>    | 13.1  | 4.8  | -2.7 | acyl-CoA synthetase long-chain family member 4                                              |
| <b>ISCU</b>     | 31.4  | 11.6 | -2.7 | IscU iron-sulfur cluster scaffold homolog (E. coli)                                         |
| <b>NT5M</b>     | 11.4  | 4.2  | -2.7 | 5',3'-nucleotidase, mitochondrial                                                           |
| <b>AGXT2</b>    | 1.2   | 0.4  | -2.7 | alanine-glyoxylate aminotransferase 2                                                       |
| <b>COMT</b>     | 88.3  | 33.7 | -2.6 | catechol-O-methyltransferase                                                                |
| <b>ECHDC3</b>   | 35.4  | 13.6 | -2.6 | enoyl Coenzyme A hydratase domain containing 3                                              |
| <b>NUDT2</b>    | 9.0   | 3.5  | -2.6 | nudix (nucleoside diphosphate linked moiety X)-type motif 2                                 |
| <b>SUPV3L1</b>  | 8.1   | 3.2  | -2.6 | suppressor of var1, 3-like 1 (S. cerevisiae)                                                |
| <b>MPST</b>     | 35.0  | 13.7 | -2.6 | mercaptopyruvate sulfurtransferase                                                          |
| <b>MDH1</b>     | 112.7 | 44.2 | -2.5 | malate dehydrogenase 1, NAD (soluble)                                                       |
| <b>ALDH7A1</b>  | 33.3  | 13.2 | -2.5 | aldehyde dehydrogenase 7 family, member A1                                                  |
| <b>DHTKD1</b>   | 7.8   | 3.1  | -2.5 | dehydrogenase E1 and transketolase domain containing 1                                      |
| <b>CPOX</b>     | 5.2   | 2.1  | -2.5 | coproporphyrinogen oxidase                                                                  |
| <b>CYP24A1</b>  | 0.4   | 0.2  | -2.5 | cytochrome P450, family 24, subfamily A, polypeptide 1                                      |
| <b>ADCK2</b>    | 6.5   | 2.6  | -2.5 | aarF domain containing kinase 2                                                             |
| <b>SLC25A15</b> | 7.9   | 3.2  | -2.5 | solute carrier family 25 (mitochondrial carrier; ornithine transporter) member 15           |
| <b>TST</b>      | 31.7  | 13.0 | -2.4 | thiosulfate sulfurtransferase (rhodanese)                                                   |
| <b>RILP</b>     | 2.1   | 0.9  | -2.4 | Rab interacting lysosomal protein                                                           |
| <b>SLC25A29</b> | 2.8   | 1.2  | -2.4 | solute carrier family 25, member 29                                                         |
| <b>COX18</b>    | 2.4   | 1.0  | -2.4 | COX18 cytochrome c oxidase assembly homolog (S. cerevisiae)                                 |
| <b>QDPR</b>     | 13.8  | 5.9  | -2.3 | quinoid dihydropteridine reductase                                                          |
| <b>NUDT19</b>   | 8.2   | 3.5  | -2.3 | nudix (nucleoside diphosphate linked moiety X)-type motif 19                                |
| <b>PCK2</b>     | 4.4   | 1.9  | -2.3 | phosphoenolpyruvate carboxykinase 2 (mitochondrial)                                         |
| <b>SLC25A4</b>  | 24.7  | 10.7 | -2.3 | solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 4 |
| <b>MRPL15</b>   | 7.9   | 3.5  | -2.3 | mitochondrial ribosomal protein L15                                                         |
| <b>GNG5</b>     | 24.0  | 10.5 | -2.3 | guanine nucleotide binding protein (G protein), gamma 5                                     |
| <b>IDH1</b>     | 130.9 | 57.3 | -2.3 | isocitrate dehydrogenase 1 (NADP+), soluble                                                 |
| <b>ABCB10</b>   | 4.3   | 1.9  | -2.3 | ATP-binding cassette, sub-family B (MDR/TAP), member 10                                     |
| <b>THG1L</b>    | 6.9   | 3.1  | -2.3 | tRNA-histidine guanylyltransferase 1-like (S. cerevisiae)                                   |
| <b>PARL</b>     | 15.2  | 6.8  | -2.2 | presenilin associated, rhomboid-like                                                        |
| <b>CA5B</b>     | 6.3   | 2.8  | -2.2 | carbonic anhydrase VB, mitochondrial                                                        |

|                 |        |       |      |                                                                          |
|-----------------|--------|-------|------|--------------------------------------------------------------------------|
| <b>RFK</b>      | 3.2    | 1.4   | -2.2 | riboflavin kinase                                                        |
| <b>FAHD1</b>    | 4.2    | 1.9   | -2.2 | fumarylacetoacetate hydrolase domain containing 1                        |
| <b>SERHL2</b>   | 28.1   | 12.8  | -2.2 | serine hydrolase-like 2                                                  |
| <b>NFS1</b>     | 9.9    | 4.5   | -2.2 | NFS1 nitrogen fixation 1 homolog (S. cerevisiae)                         |
| <b>GLRX5</b>    | 11.1   | 5.0   | -2.2 | glutaredoxin 5 homolog (S. cerevisiae)                                   |
| <b>ZADH2</b>    | 9.0    | 4.1   | -2.2 | zinc binding alcohol dehydrogenase, domain containing 2                  |
| <b>ACADSB</b>   | 4.9    | 2.3   | -2.2 | acyl-Coenzyme A dehydrogenase, short/branched chain                      |
| <b>HSDL2</b>    | 26.5   | 12.2  | -2.2 | hydroxysteroid dehydrogenase like 2                                      |
| <b>RAB8B</b>    | 10.2   | 4.7   | -2.1 | RAB8B, member RAS oncogene family                                        |
| <b>NME2</b>     | 1960.6 | 912.7 | -2.1 | non-metastatic cells 2, protein (NM23B) expressed in                     |
| <b>CLIC4</b>    | 76.0   | 35.4  | -2.1 | chloride intracellular channel 4                                         |
| <b>MRPL51</b>   | 14.6   | 6.8   | -2.1 | mitochondrial ribosomal protein L51                                      |
| <b>BRP44L</b>   | 18.5   | 8.7   | -2.1 | brain protein 44-like                                                    |
| <b>SUCLG2</b>   | 5.4    | 2.5   | -2.1 | succinate-CoA ligase, GDP-forming, beta subunit                          |
| <b>ARMC1</b>    | 8.8    | 4.1   | -2.1 | armadillo repeat containing 1                                            |
| <b>GFM2</b>     | 6.2    | 3.0   | -2.1 | G elongation factor, mitochondrial 2                                     |
| <b>NME1</b>     | 4.6    | 2.2   | -2.1 | non-metastatic cells 1, protein (NM23A) expressed in                     |
| <b>GLDC</b>     | 23.3   | 11.1  | -2.1 | glycine dehydrogenase (decarboxylating)                                  |
| <b>SLC25A36</b> | 9.2    | 4.4   | -2.1 | solute carrier family 25, member 36                                      |
| <b>PANK2</b>    | 16.2   | 7.8   | -2.1 | pantothenate kinase 2 (Hallervorden-Spatz syndrome)                      |
| <b>TOMM70A</b>  | 56.6   | 27.5  | -2.1 | translocase of outer mitochondrial membrane 70 homolog A (S. cerevisiae) |
| <b>MRPS6</b>    | 66.3   | 32.3  | -2.1 | mitochondrial ribosomal protein S6                                       |
| <b>SLC30A6</b>  | 8.6    | 4.2   | -2.0 | solute carrier family 30 (zinc transporter), member 6                    |
| <b>LYRM2</b>    | 44.5   | 21.8  | -2.0 | LYR motif containing 2                                                   |
| <b>LDHA</b>     | 771.1  | 381.7 | -2.0 | lactate dehydrogenase A                                                  |
| <b>GLUD1</b>    | 25.0   | 12.4  | -2.0 | glutamate dehydrogenase 1                                                |
| <b>RPL35A</b>   | 315.6  | 157.2 | -2.0 | ribosomal protein L35a                                                   |
| <b>CYP11A1</b>  | 0.6    | 0.3   | -2.0 | cytochrome P450, family 11, subfamily A, polypeptide 1                   |

**Table S10 Nuclear encoded mitochondrial protein transcript that demonstrated a two-fold increase in expression or greater during EQ to FP transition. Detected FPKM and fold change ( $\Delta$ ) shown.**

| Symbol   | EQ    | FP    | $\Delta$ | Description                                                                                                     |
|----------|-------|-------|----------|-----------------------------------------------------------------------------------------------------------------|
| SLC25A22 | 0.8   | 32.5  | 42.5     | solute carrier family 25 (mitochondrial carrier: glutamate), member 22                                          |
| SNPH     | 0.4   | 14.6  | 40.8     | syntaphilin                                                                                                     |
| ME1      | 1.1   | 41.5  | 38.0     | malic enzyme 1, NADP(+)-dependent, cytosolic                                                                    |
| GLRX     | 20.8  | 469.8 | 22.6     | glutaredoxin (thioltransferase)                                                                                 |
| NIF3L1   | 43.5  | 847.2 | 19.5     | NIF3 NGG1 interacting factor 3-like 1 (S. pombe)                                                                |
| RTN4IP1  | 15.5  | 141.3 | 9.1      | reticulon 4 interacting protein 1                                                                               |
| QRSL1    | 7.5   | 53.8  | 7.2      | glutaminyl-tRNA synthase (glutamine-hydrolyzing)-like 1                                                         |
| MSRA     | 10.1  | 71.2  | 7.1      | methionine sulfoxide reductase A                                                                                |
| ME3      | 8.1   | 55.3  | 6.9      | malic enzyme 3, NADP(+)-dependent, mitochondrial                                                                |
| TDRKH    | 0.2   | 0.9   | 6.0      | tudor and KH domain containing                                                                                  |
| GLS      | 12.7  | 63.9  | 5.0      | glutaminase                                                                                                     |
| GPX1     | 109.2 | 549.7 | 5.0      | glutathione peroxidase 1                                                                                        |
| ABCD2    | 2.8   | 14.1  | 5.0      | ATP-binding cassette, sub-family D (ALD), member 2                                                              |
| MRPS7    | 17.7  | 78.1  | 4.4      | mitochondrial ribosomal protein S7                                                                              |
| SLC25A25 | 3.9   | 16.5  | 4.3      | solute carrier family 25 (mitochondrial carrier; phosphate carrier), member 25                                  |
| DMGDH    | 0.1   | 0.6   | 4.2      | dimethylglycine dehydrogenase                                                                                   |
| DHRS1    | 3.3   | 13.8  | 4.1      | dehydrogenase/reductase (SDR family) member 1                                                                   |
| MLYCD    | 3.4   | 13.9  | 4.1      | malonyl-CoA decarboxylase                                                                                       |
| AKAP10   | 11.7  | 47.0  | 4.0      | A kinase (PRKA) anchor protein 10                                                                               |
| ATPAF2   | 10.5  | 42.0  | 4.0      | ATP synthase mitochondrial F1 complex assembly factor 2                                                         |
| AFG3L2   | 11.4  | 45.6  | 4.0      | AFG3 ATPase family gene 3-like 2 (yeast)                                                                        |
| DUSP26   | 1.5   | 5.7   | 3.8      | dual specificity phosphatase 26 (putative)                                                                      |
| HSD17B4  | 9.1   | 33.8  | 3.7      | hydroxysteroid (17-beta) dehydrogenase 4                                                                        |
| TMTC1    | 0.4   | 1.5   | 3.6      | transmembrane and tetratricopeptide repeat containing 1                                                         |
| NDUFA12  | 70.5  | 247.6 | 3.5      | NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 12                                                          |
| MRPS18C  | 8.2   | 27.6  | 3.4      | mitochondrial ribosomal protein S18C                                                                            |
| NDUFS5   | 54.4  | 182.0 | 3.3      | NADH dehydrogenase (ubiquinone) Fe-S protein 5, 15kDa (NADH-coenzyme Q reductase)                               |
| NDUFB10  | 126.7 | 424.3 | 3.3      | NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 10, 22kDa                                                    |
| TRNT1    | 37.6  | 125.4 | 3.3      | tRNA nucleotidyl transferase, CCA-adding, 1                                                                     |
| NT5C3    | 13.4  | 44.4  | 3.3      | 5'-nucleotidase, cytosolic III                                                                                  |
| FDPS     | 74.8  | 241.1 | 3.2      | farnesyl diphosphate synthase (farnesyl pyrophosphate synthetase, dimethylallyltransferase, geranyltransferase) |
| SFXN1    | 58.0  | 184.2 | 3.2      | sideroflexin 1                                                                                                  |
| ASAH2    | 0.2   | 0.8   | 3.1      | N-acylsphingosine amidohydrolase (non-lysosomal ceramidase) 2                                                   |
| GATM     | 0.1   | 0.3   | 3.1      | glycine amidinotransferase (L-arginine:glycine amidinotransferase)                                              |
| RDH14    | 3.5   | 10.4  | 3.0      | retinol dehydrogenase 14 (all-trans/9-cis/11-cis)                                                               |
| MTIF3    | 27.1  | 77.9  | 2.9      | mitochondrial translational initiation factor 3                                                                 |
| CLPX     | 17.5  | 49.2  | 2.8      | ClpX caseinolytic peptidase X homolog (E. coli)                                                                 |
| ALAS1    | 11.8  | 33.2  | 2.8      | aminolevulinate, delta-, synthase 1                                                                             |

|                 |       |       |     |                                                                                                                                       |
|-----------------|-------|-------|-----|---------------------------------------------------------------------------------------------------------------------------------------|
| <b>PDHX</b>     | 3.4   | 9.3   | 2.7 | pyruvate dehydrogenase complex, component X                                                                                           |
| <b>SOD1</b>     | 108.1 | 282.2 | 2.6 | superoxide dismutase 1, soluble (amyotrophic lateral sclerosis 1 (adult))                                                             |
| <b>SFXN2</b>    | 9.9   | 25.7  | 2.6 | sideroflexin 2                                                                                                                        |
| <b>RAB11A</b>   | 24.6  | 63.4  | 2.6 | RAB11A, member RAS oncogene family                                                                                                    |
| <b>DNAJC15</b>  | 11.3  | 29.3  | 2.6 | DnaJ (Hsp40) homolog, subfamily C, member 15                                                                                          |
| <b>MRPL2</b>    | 23.8  | 60.7  | 2.5 | mitochondrial ribosomal protein L2                                                                                                    |
| <b>TFB1M</b>    | 6.2   | 15.8  | 2.5 | transcription factor B1, mitochondrial                                                                                                |
| <b>TIMM23</b>   | 28.3  | 70.0  | 2.5 | translocase of inner mitochondrial membrane 23 homolog (yeast)                                                                        |
| <b>SLC25A43</b> | 13.1  | 32.3  | 2.5 | solute carrier family 25, member 43                                                                                                   |
| <b>PMPCA</b>    | 29.1  | 69.4  | 2.4 | peptidase (mitochondrial processing) alpha                                                                                            |
| <b>HADHA</b>    | 27.2  | 63.4  | 2.3 | hydroxyacyl-Coenzyme A dehydrogenase/3-ketoacyl-Coenzyme A thiolase/enoyl-Coenzyme A hydratase (trifunctional protein), alpha subunit |
| <b>NEU4</b>     | 5.2   | 11.9  | 2.3 | sialidase 4                                                                                                                           |
| <b>COQ2</b>     | 2.1   | 4.7   | 2.3 | coenzyme Q2 homolog, prenyltransferase (yeast)                                                                                        |
| <b>SLC25A10</b> | 63.9  | 143.2 | 2.2 | solute carrier family 25 (mitochondrial carrier; dicarboxylate transporter), member 10                                                |
| <b>NDUFA2</b>   | 116.0 | 256.3 | 2.2 | NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 2, 8kDa                                                                           |
| <b>LARS2</b>    | 9.7   | 21.4  | 2.2 | leucyl-tRNA synthetase 2, mitochondrial                                                                                               |
| <b>TRIAP1</b>   | 16.4  | 35.7  | 2.2 | TP53 regulated inhibitor of apoptosis 1                                                                                               |
| <b>GARS</b>     | 28.2  | 60.4  | 2.1 | glycyl-tRNA synthetase                                                                                                                |
| <b>DACT2</b>    | 11.3  | 24.1  | 2.1 | dapper, antagonist of beta-catenin, homolog 2 (Xenopus laevis)                                                                        |
| <b>DNAJA3</b>   | 20.8  | 44.3  | 2.1 | DnaJ (Hsp40) homolog, subfamily A, member 3                                                                                           |
| <b>CPS1</b>     | 0.5   | 1.1   | 2.1 | carbamoyl-phosphate synthetase 1, mitochondrial                                                                                       |
| <b>TBRG4</b>    | 14.6  | 30.4  | 2.1 | transforming growth factor beta regulator 4                                                                                           |
| <b>COQ4</b>     | 15.6  | 32.5  | 2.1 | coenzyme Q4 homolog ( <i>S. cerevisiae</i> )                                                                                          |
| <b>NDUFS8</b>   | 104.8 | 210.3 | 2.0 | NADH dehydrogenase (ubiquinone) Fe-S protein 8, 23kDa (NADH-coenzyme Q reductase)                                                     |
| <b>SLC25A38</b> | 3.4   | 6.7   | 2.0 | solute carrier family 25, member 37                                                                                                   |
| <b>ATPAF1</b>   | 10.0  | 20.0  | 2.0 | ATP synthase mitochondrial F1 complex assembly factor 1                                                                               |

How the deposited data were processed for this re-analysis (not part of the article)

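Lenses of embryonic day 13 chickens were microdissected by the authors into EC, EQ, FP and FC. For each region 2 libraries were sequenced, from separate pools of 100 lenses, so that 8 libraries enter the data. As the paper describes 100 lenses dissected into all 4 regions, libraries of different regions can come from the same lenses. The mRNA libraries were directional, and the authors removed adaptors, aligned the reads with TopHat to the Galgal4 assembly with Ensembl gene models, estimated transcript levels with cufflinks and compared the regions with cuffdiff. According to the paper, the delta-crystallin transcript was left out of the run that was analysed. In the first deposited table, the authors give 1 FPKM for each of 16906 loci and each region, which cuffdiff scaled between libraries and pooled over the 2 libraries, with the bounds of a 95% interval. The second table was also deposited as cuffdiff wrote it, with 101436 lines for 6 comparisons of regions, and holds the log2 fold change of the FPKM in the later region over the earlier one. It also holds the p-value of each comparison and the q-value that the authors obtained by Benjamini-Hochberg adjustment. The recomputed q-values differed from the deposited ones by at most 5.3e-07 when the 60410 tests of all 6 comparisons were adjusted together. At 4 loci the 2 tables give different positions, among them the 3 mitochondrial loci.

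The values per library were not analysed here, and no column of per-sample values was left out of the column list (0 such columns). For this reason no standard deviation between pools was computed, no test on libraries was refitted and no library was left out in turn. The deposited tables hold no read counts, and the depth behind each value is unknown. It was checked whether the interval bounds show the depth: at 52.3% of 15089 loci with at least 4 bounds above 0 the bounds were whole multiples of 1 step, within a tolerance of 0.01, against 0.0133% after the bounds were shifted at random. The FPKM values lay near whole multiples of the same step at only 9.93% of loci in EC, 9.68% in EQ, 11.4% in FP and 10.3% in FC, so the relative depth of the regions was not read from them.

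A locus was counted as expressed with an FPKM above 0 and as called with a q-value under 0.05 in the authors' deposited table. Fold changes were computed as in the paper's methods, as the ratio of the FPKM of neighboring regions or of the sum of FP and FC over the sum of EC and EQ, with a threshold of 2 and no value added to the FPKM. No fold change between 2 single regions was computed where either was listed at 0. The transcripts of File S2 and File S3 were matched to loci by their listed FPKM values at 4 significant digits, since at 7 lines of File S2 and 5 of File S3 the symbol differs from the name of the locus with the same values. The degradation list holds the sections of File S3 from macroautophagy initiation to ubiquitin, without biogenesis, repair and heat shock genes. Lists were set beside 10000 random lists of the same size, drawn with seed 13 from 20 bins of mean FPKM, and a percentile describes these libraries and is not a p-value. Shares of calls were compared by Fisher's exact test, two-sided, and intervals of percents are exact binomial (Clopper-Pearson) and cover counting error over a list only. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

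The genes given by name, 105 in all, were set by a rule: every gene named as a transcript in the paper's results or discussion or drawn in Figures 3, 4, 5 and 8, every mitochondrial locus, the 3 largest fold changes in each direction in the lists of Figures 6 and 7, the 5 largest rises and 5 largest falls from EC to EQ and from EQ to FP by deposited log2 fold change among called genes with a symbol and an FPKM of 1 or more in both regions, and the genes with a symbol called between FP and FC. The values that the paper gives in its figures, tables and files had been seen before the rule was written. From the marker lists, the hemoglobin and other genes to give singly were picked, and gga-mir-184 and the loci with Ensembl identifiers were named, after their values were seen.

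For a check of the step that adjusts p-values, p-values were simulated directly, and no expression values were. They were uniform for unchanged genes and mostly very small for changed ones, which sets the percent recovered. The simulation checks the adjustment alone and does not give the power of the deposited tests. The step that adjusts p-values was run within each comparison, with 200 changed genes in each. It recovered 94% of them among 10071 genes for EC and EQ, 95.5% among 10350 for EC and FP, 95% among 10367 for EC and FC, 92.5% among 10053 for EQ and FP, 93% among 10084 for EQ and FC and 96% among 9485 for FP and FC, and 6.47%, 4.02%, 2.06%, 7.04%, 5.58% and 3.52% of the calls were false in the same order.

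As alternatives, a q-value threshold of 0.01, a minimum absolute log2 fold change, adjustment within each comparison, intervals that do not overlap in place of the q-value, FPKM minimums of 0.1 and 1, loci listed at 0 or small RNAs left out, loci of 1 name counted once, fold change thresholds of 1.5 and 3, 0.1 or 1 FPKM added to each region, FPKM rescaled to a total of 1000000 per region and FPKM centred on the median gene were tried. The scalings to the upper quartile and to the FPKM in the part of File S1 used here, and the match of File S2 by name, were added after the data were seen. Marker lists of erythrocytes, pigmented epithelium, photoreceptors, endothelium, macrophages and corneal or periocular mesenchyme were used to look for neighboring tissue. Protein levels, which the paper measured by immunoblot, were not analysed here, and no coordinates other than those of the deposited tables were used.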

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

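Both tests reported in this part, on small RNA names among the loci with an FPKM above its interval and on short loci among those with the highest FPKM, were chosen only after the result was seen.

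The highest FPKM values of the table belong to loci the paper does not discuss, and they stand out because there are no control samples and the values lie far above 0. The locus of gga-mir-184, listed on chromosome 10 from 19264710 to 19502893 of Galgal4, had an FPKM of 2013240 in EC, which was 33.7% of the FPKM total of that region, and 62.0%, 61.5% and 51.2% of the totals in EQ, FP and FC. Its FPKM in EC lay above its own 95% interval, 5525 to 176784, and it was called in 0 comparisons of the authors' deposited table. ENSGALG00000028371, a locus of 71 bp on chromosome 1 from 100348482 to 100348552 with no gene name in the table, had an FPKM of 2150470.0 in EC, above an interval of 2354 to 139367, and was 12.8-fold higher in EC than in FC. It was called in 1 comparison of the authors' deposited table, as lower in FC than in EC. Close to it, ENSGALG00000026592 had an FPKM of 683858 in EC and was 10.8-fold higher in EC than in FC.

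A technical explanation is that the FPKM of a short transcript is divided by a small length and estimated poorly. Of the 584 loci with an FPKM above its interval in at least 1 region, 53.1% had only small RNA names, against 3.90% of the other 16322 loci (Fisher's exact test, two-sided, p = 2.3e-243), which is what short transcripts predict for the values above their intervals. Among the 20 loci with the highest FPKM in EC, 9 spanned under 200 bp, against 4.52% of all loci, and 10, 8 and 6 of the 20 did so in EQ, FP and FC. The 3 mitochondrial loci were not left out of this count. Their listed spans of 70, 70 and 140 bp count as short, although they merge 10, 18 and 9 gene names. The table does not give the lengths of the transcripts, and the span of the gga-mir-184 locus, 238184 bp, is not that of a microRNA. For the size of the highest values, division by a short length and a high level of the RNA therefore cannot be told apart. A difference between EC and FC in ENSGALG00000028371, which the authors' deposited table calls, stays open as well. The FPKM of this locus lies above its interval in every region, with 167774 in FC against an upper bound of 6073.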

How the results depend on the processing

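The tests and alternatives that were chosen only after the result was seen are the scalings to the upper quartile and to File S1 and the match of File S2 by name. All other alternatives were fixed before the data were examined. No paired analysis was possible because the tables analysed here hold 1 pooled value per region and no value per library, and the reads were not used here. For the same reason the alternatives that leave out each replicate in turn were not run for any result, and the mitochondrial sum was not restricted to protein-coding transcripts, since each mitochondrial locus merges several genes. Depth limits could not be set, since the tables hold no read counts, and the authors' 95% intervals are the only measure of precision.

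The count of expressed loci, 16197, stayed within 1.5-fold under 5 alternatives, which all lowered it, to between 12306 and 16119. A q-value threshold of 0.01 lowered the number of called loci from 574 to 288 between EC and EQ, from 2212 to 1344 between EC and FP, from 2272 to 1295 between EC and FC, from 1809 to 956 between EQ and FP, from 1828 to 945 between EQ and FC, from 21 to 8 between FP and FC, and from 3262 to 1918 in any comparison, as a stricter threshold must. Calling loci whose 95% intervals do not overlap gave 165, 748, 691, 569 and 491 for the first 5 of these comparisons, of which 143, 633, 584, 483 and 415 were among the loci called by q-value, and 1282 in any comparison. The cause was not tested. Between FP and FC the intervals gave 28 loci, 4 of them shared. Adjustment within each comparison gave 370 loci between EC and EQ and 0 between FP and FC by the cuffdiff p-values, of which 127 of 9485 were under 0.05 unadjusted, and it raised the other counts by less than 1.5-fold. In the deposited q-values, comparisons with many small p-values are adjusted together with these, which lowers the q-values of the comparisons with few. The remaining alternatives moved each of these counts by at most 1.5-fold, and the minimum fold change took away 1 locus, between EQ and FP.

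The ratio of the mitochondrial FPKM sum in FC over EC, 0.509, has no error and was 0.505 without the locus of the highest FPKM, 0.513 as the median of the ratios of the loci, 0.487 centred on the median gene, 0.382 with upper quartile scaling and 0.441 with the scaling of File S1. Rescaled to a total of 1000000 per region it was reversed, at 1.16. By construction, this rescaling multiplies every FPKM of a region by 1 factor, and the FPKM total of FC is 2624540.0 against 5979419 in EC. The median log2 ratio of FC over EC among 9068 genes was 0.06 as deposited, 1.25 rescaled to the total, -0.35 with upper quartile scaling and -0.14 with the scaling of File S1.

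In File S2, the 93 epithelium-preferred and 86 fiber-preferred loci became 166 and 157 at a fold change of 1.5 and 31 and 43 at 3, as the threshold sets. Rescaling to the total gave 16 and 343, by the same shift. Adding 1 FPKM to each region left 56 epithelium-preferred loci, and 54 of the 93 were also called in the authors' deposited table. The other alternatives, those added after the data were seen included, kept each count within 1.5-fold, and the scalings to the upper quartile and to File S1 gave 124 and 131 epithelium-preferred and 70 and 66 fiber-preferred loci.

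In File S3, the 11 loci favored in EC and 20 favored in EQ from EC to EQ, and the 61 favored in EQ and 61 favored in FP from EQ to FP, became 19, 93, 120 and 97 at a fold change of 1.5 and 5, 3, 22 and 29 at 3. Loci also called between the same regions in the authors' deposited table numbered 3, 4, 21 and 26. Adding 1 FPKM left 4 favored in EC from EC to EQ. Centring on the median gene gave 15 favored in EC and 7 favored in EQ from EC to EQ, and 31 favored in EQ and 85 favored in FP from EQ to FP. Upper quartile scaling gave 16 and 7 from EC to EQ, rescaling to the total gave 15 and 157 from EQ to FP, and the scaling of File S1 gave 105 and 46 from EQ to FP. These scalings shift all genes of a region alike, so the split between the directions depends on the scaling.

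Of the transcripts of File S2 and File S3, 221 were called, with 127 in File S2 alone, 98 in File S3 alone and 115 at a q-value under 0.01, and 3 other alternatives left 220 or 221. The percent of degradation transcripts highest in the fibers, 50.8%, was 88.6% rescaled to the total, 58.9% centred on the median gene, 61.8% among called transcripts, 44.4% without the ubiquitin and proteasome sections, 44.8% with upper quartile scaling and 42.5% with the scaling of File S1, and it stayed within its interval under the other 3 alternatives. It lies on either side of 50% depending on the scaling. Why the called transcripts differ was not tested.

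Of 108 log2 values of named genes, 0 changed sign when 0.1 or 1 FPKM was added, 9 when rescaled to the total, 2 when centred, 6 with upper quartile scaling and 6 with the scaling of File S1, and 13 and 47 moved by more than 1 when 1 FPKM was added and when rescaled to the total. Among named genes called in the authors' deposited table, the log2 ratio of fibers over epithelium was reversed for PIK3CB with upper quartile scaling (-0.057) and the scaling of File S1 (-0.19), for the merged locus of CGN and gga-mir-6620 when rescaled to the total (0.81) and when centred (0.040), and when rescaled to the total for SNORD37 (0.49). The mitochondrial locus with ATP6, for which the authors' deposited table gives no comparison at the same position, was also reversed when rescaled to the total (0.53). The factors of these scalings account for the reversals by construction.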

Differences from the paper's values

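The paper states that more than 75 mitochondria-associated transcripts differed significantly in expression, and the 221 loci of File S2 and File S3 called here meet that lower bound. The alternatives set before the data were examined meet it as well. They gave 98 for File S3 alone, 127 for File S2 alone and 115 at a q-value under 0.01. A minimum absolute log2 fold change of 1 gave 221, comparisons of epithelium with fibers only 220 and an FPKM of 1 or more 221. Of these counts, only that for File S3 alone was within 1.5-fold of 75. Counted between epithelium and fibers alone, the sections of File S3 from macroautophagy initiation to ubiquitin held 76 called loci in the authors' deposited table. That count covers only a part of the lists and comparisons. The paper does not state which list its number was counted from.

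Of the 10 transcripts the paper names as significantly higher in the epithelium, 9 had a higher summed FPKM there. TXNRD1, ARG2, DUT, ACSL1, ACSL4 and PDK1 were called lower in FP than in EC in the authors' deposited table. NQO2 was higher in the fibers, with a log2 fold change of 1.92 (q = 0.00700) from EC to FP in the authors' deposited table. BID was called in no comparison, AGMAT was not tested, and APAF1 was called lower in FP and FC than in EQ but not than in EC. Adjusted within the comparison, the q-value of APAF1 between EC and FP in the authors' deposited table became 0.0450, and that setting calls it but no longer calls the rise from EC to EQ (0.0952).

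Of the repair, protection and biogenesis genes the paper gives as higher in newly forming fibers, MSRA, GLRX, GPX1, TFB1M, SNPH, DNAJC15 and SLC25A22 were called higher in at least 1 comparison of fibers with epithelium. DNAJA3 was higher in the fibers and was called in no comparison, and NXNL1 was not tested. CRYAB was lower in FP than in EQ, with a log2 fold change of -0.47 (q = 0.906) in the authors' deposited table, and higher than in EC, with 1.06 (q = 0.683). SNPH was not called between EC and FP (q = 0.0705) nor TFB1M between EQ and FP (q = 0.0626) in the authors' deposited table, and adjustment within the comparison calls both, at 0.0484 and 0.0494, as intervals that do not overlap do for SNPH.

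The paper gives PARL as lower and BNIP3L as higher in the fibers. Both moved in that direction, and in the authors' deposited table neither was called in any comparison, nor under adjustment within each comparison or by intervals, with q-values of 0.0816 for PARL and 0.537 for BNIP3L from EQ to FP. BNIP3 and SQSTM1, which the paper names beside them, were called higher in the fibers.

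The paper describes the mitochondrial transcripts as falling in an approximately linear way. Here the sum decreased by 87734 FPKM from EC to EQ, by 97021 from EQ to FP and by 22868 from FP to FC. The steps from EC to EQ and from EQ to FP were close in size, and the step from FP to FC was smaller. As percents of the region before, the decreases were 20.8%, 29.0% and 9.61%.

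Of the 93 marks of Figure 8, read by eye for 31 genes in 3 steps, 84 match the figure's key when the fold changes are computed from the deposited values, and 9 do not. The marks of no change differ from fold changes of 2.20 for GLRX, 1.87 for FYCO1 and 1.81 for WIPI1 from EC to EQ, of 1.82 for SQSTM1 from FP to FC, and of NXNL1, which was 1.77-fold lower from EC to EQ and 2.32-fold lower from FP to FC. From EQ to FP, GLRX (22.6) and NXNL1 (12.9) are past the highest step of the key and are drawn a step lower, and SQSTM1 (1.97) is drawn a step higher.

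Table S2 is titled as transcripts that decreased from EC to EQ, and its 319 values are all positive, between 1.3 and 4.9. The deposited table calls 319 loci higher in EQ.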

Other observations

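The tests of the proteasome, respiratory chain and mitochondrial ribosome lists, the photoreceptor list without its merged locus, the EC to EQ step in the test of low FPKM values and the counts of intervals and merged loci among the calls between FP and FC were chosen only after the result was seen, and the others in this part were not.

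Several transcripts typical of other tissues were lower in EQ than in EC. HBAA had an FPKM of 564 in EC, 94.1 in EQ, 138 in FP and 204 in FC, and HBAD of 191, 32.4, 25.2 and 43.2. If cells of neighboring tissue entered the EC dissection, the median ratio of EQ over EC would be low for several lists of marker genes. Of the 6 lists, 5 lay below the 5th percentile of 10000 random lists matched on mean expression. The erythrocyte list (5 of 10 genes with an FPKM of 1 or more in EC or EQ) had a median log2 ratio of -1.84, at the 0.03 percentile, the endothelium list (3 of 9) one of -1.91, at the 0.41 percentile, the pigmented epithelium list (4 of 9) one of -1.22, at the 1.66 percentile, the photoreceptor list (6 of 14) one of -0.86, at the 2.86 percentile, and the mesenchyme list (4 of 8) one of -0.52, at the 4.34 percentile. The macrophage list had 1 such gene of 9, CD74, which rose from 8.69 to 24.8, and was not tested. Of the other listed genes with an FPKM of 1 or more in EC or EQ, MITF (1.66 to 2.94), DCN (1.03 to 2.61), AIPL1 (0.441 to 1.38) and KDR (0.943 to 1.43) rose, which neighboring tissue in EC does not predict. AIPL1 and KDR were under 1 FPKM in EC. The rest of these genes decreased, among them CLDN5 (13.7 to 1.65), COL1A2 (8.41 to 2.74), RBP3 (6.31 to 2.36), DCT (2.06 to 0.741) and KERA (15.3 to 13.8). POSTN (3.50 to 1.88), PMEL (2.19 to 0.755), SLC45A2 (1.93 to 0.989) and EMCN (1.72 to 0.455) decreased as well. In the photoreceptor list GNAT1 is merged with SEMA3F (140 to 40.8), and without this locus the other 5 genes had a median log2 ratio of -0.55, at the 20.9 percentile, so that the place of this list rests on the merged locus and 4 lists remain below the 5th percentile. No gene is in 2 of the lists, and an FPKM of 1 or more in FC, the central fibers, was reached by 2 of the 5 erythrocyte genes, 1 of the 3 endothelium genes, 2 of the 4 pigmented epithelium genes, 3 of the 6 photoreceptor genes and all 4 mesenchyme genes, so transcripts of these lists were not limited to the EC pools. Whether their values in FC come from lens expression was not tested. As a hypothesis, some of the transcripts lower in EQ may come from a small amount of neighboring tissue in the EC pools. A real difference between the regions of the lens stays open, untested as the cause of these ratios, and other genes lower in EQ cannot be assigned to either from these lists.

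The fall of the mitochondrial transcripts from EC to FC was set against a scaling effect of a few abundant fiber transcripts. That explanation would lower nuclear genes as well, and their median ratio of FC over EC was 1.05, against 0.509 for the mitochondrial sum. This median cannot decide, since cuffdiff had scaled the values between libraries, which can itself bring the median gene near 1. A change of scale by 1 factor per region moves both alike, and relative to the median gene the mitochondrial sum was 0.487 of its EC value. The values thus show a fall relative to the median nuclear gene, not a fall in absolute level. The error of the FPKM of these loci stays open, since all 3 lie above their intervals and each merges several genes. A difference between the lens regions also stays open, and the authors' deposited table of comparisons gives no call for the FPKM of these loci. Under the identifier of the locus with ATP6 it lists MT-CYB at another position, called lower in FP and FC than in EC, with a log2 fold change of -2.26 (q = 0.00282) from EC to FP, against -0.47 from the FPKM of the locus.

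Degradation transcripts were set against a shift of all genes by the scaling. Their percent highest in the fibers, 51.2% of 297 loci, lay at the 99.6 percentile of random lists matched on mean expression, which argues against a common shift of genes of like expression. The proteasome list, with 77.5% of 40 loci against a random median of 52.5%, lay at the 99.975 percentile. The lysosomal list, with 37.8% of 45 loci, lay at the 27.8 percentile, and the degradation list without the ubiquitin and proteasome sections at the 71.0 percentile, so the excess is not seen in every section. A hypothesis is that proteasome transcripts, more than lysosomal ones, are raised in the fibers, although only 6 proteasome loci were called in the authors' deposited table and the difference between the lists was not tested. The percentiles were computed for the deposited scaling alone, and under other scalings the percent of the whole list lay between 42.5% and 88.6%.

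Among the same libraries, abundant genes were shifted toward the fibers. The median log2 ratio of FC over EC was -0.31 among the 3023 genes with the lowest mean FPKM of 9068, 0.08 among the 3022 in the middle and 0.45 among the 3023 with the highest, and 28.4%, 39.8% and 53.5% of the genes were highest in the fibers. Nuclear genes of the respiratory chain were chosen by the start of their symbols, which also takes in assembly genes such as COX18. They had a median log2 ratio of 0.64 over 63 genes, at the 81.1 percentile of random lists whose median was 0.47. Genes of the mitochondrial ribosome had one of 0.40 over 58 genes, at the 55.0 percentile of lists whose median was 0.38. Both are in line with the shift of abundant genes, and these libraries do not show a rise or a fall of either list beyond it. Whether the shift is technical or part of the difference between the lens regions was not tested.

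The 21 loci called between FP and FC were set against failed or zero estimates of short transcripts. Of them, 33.3% were listed at an FPKM of 0 in a region or had a small RNA name, against 1.27% of the calls between EQ and FP (Fisher's exact test, two-sided, p = 1.5e-08). Such calls numbered 7 of 9485 tested loci between FP and FC and 23 of 10053 between EQ and FP. The share is thus high because few other loci were called between FP and FC. The test cannot decide for that reason, and poor estimates stay open for these 7 calls. Of the other 14, 3 had an FPKM outside its own interval in FP or FC or were merged with a small RNA, among them the locus of CGN and gga-mir-6620 with both, so that poor estimates stay open for these as well. Whether the remaining 11 are chance calls cannot be decided from these p-values. Adjustment within the comparison called 0, and only 127 of 9485 loci had an unadjusted p-value under 0.05, where 474 would be expected with no change. The p-values of this comparison are thus larger than those of a calibrated test. Few calls can therefore reflect the test itself, and chance stays open. A difference between FP and FC stays open for all 21.

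Low FPKM values could also inflate the fold changes of 2 or more in Figures 6 and 7. Of the transcripts past that threshold, 5.72% (19 of 332) were under 1 FPKM in the regions compared, against 2.78% of the rest (Fisher's exact test, two-sided, p = 0.0154), as low values predict, with transcripts of File S3 counted once in each of 2 steps, so that the p-value is approximate. By the same Fisher's exact test, the shares without the step from EC to EQ were 4.98% and 2.90% (p = 0.0982), and in that step they were 12.9% and 2.53% (p = 0.0145), against 6.15% and 3.23% in File S2 (p = 0.117) and 3.28% and 2.27% from EQ to FP (p = 0.731). Taken singly, only the step from EC to EQ gave a p-value under 0.05, unadjusted for the number of lists, and most transcripts past the threshold were not under 1 FPKM. Adding 1 FPKM to each region lowered the epithelium-preferred loci from 93 to 56 and those favored in EC from EC to EQ from 11 to 4, against 86 to 75 for the fiber-preferred loci, and for the transcripts at 1 FPKM or more a difference between the lens regions stays open, untested.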
